# Delayed denervation-induced muscle atrophy in *Opg* knockout mice

**DOI:** 10.3389/fphys.2023.1127474

**Published:** 2023-02-22

**Authors:** Mingming Zhang, Ming Chen, Yi Li, Man Rao, Duanyang Wang, Zhongqi Wang, Licheng Zhang, Pengbin Yin, Peifu Tang

**Keywords:** denervation, muscle atrophy, OPG/RANKL/RANK, transcriptome sequencing, osteoporosis

## Abstract

Recent evidence has shown a crucial role for the osteoprotegerin/receptor activator of nuclear factor κ-B ligand/RANK (OPG/RANKL/RANK) signaling axis not only in bone but also in muscle tissue; however, there is still a lack of understanding of its effects on muscle atrophy. Here, we found that denervated *Opg* knockout mice displayed better functional recovery and delayed muscle atrophy, especially in a specific type IIB fiber. Moreover, OPG deficiency promoted milder activation of the ubiquitin-proteasome pathway, which further verified the protective role of *Opg* knockout in denervated muscle damage. Furthermore, transcriptome sequencing indicated that *Opg* knockout upregulated the expression of *Inpp5k*, *Rbm3*, and *Tet2* and downregulated that of *Deptor* in denervated muscle. *In vitro* experiments revealed that satellite cells derived from *Opg* knockout mice displayed a better differentiation ability than those acquired from wild-type littermates. Higher expression levels of *Tet2* were also observed in satellite cells derived from *Opg* knockout mice, which provided a possible mechanistic basis for the protective effects of *Opg* knockout on muscle atrophy. Taken together, our findings uncover the novel role of *Opg* in muscle atrophy process and extend the current understanding in the OPG/RANKL/RANK signaling axis.

## 1 Introduction

The osteoprotegerin/receptor activator of nuclear factor κ-B ligand/RANK (OPG/RANKL/RANK) signaling axis plays a crucial role in bone metabolism (Ono et al., 2020). Denosumab, a RANKL inhibitor, blocks RANKL binding to RANK, thus inhibiting osteoclast development and activity, decreasing bone resorption and increasing bone density (Kendler et al., 2021). Given its unique targets and mechanisms of action, denosumab is effective in the treatment of osteoporosis (Lyu et al., 2020). Non-etheless, given the crucial role of the OPG/RANKL/RANK axis in the immune response, some concerns remain regarding the side effects of this drug (Zhang et al., 2020). Previous studies have shown a potential adverse association with severe cellulitis and skin infections (Zhang et al., 2020), highlighting the need for further investigation of the effects of this axis on tissues other than bone to better characterize its biological function and identify potential side effects.

Considering the close relationship between bone and muscle tissues, the effects of the OPG/RANKL/RANK axis on the muscle have been studied (Dufresne et al., 2018; Hamoudi et al., 2019; Xiong et al., 2021). Results show that OPG-deficient mice develop muscle weakness and selective muscle atrophy (Hamoudi et al., 2020). RANKL inhibition and OPG supplementation improve muscle strength and restore bone mass in osteoporotic mice (Bonnet et al., 2019). Treatment with OPG-immunoglobulin fragment complex (OPG-Fc), RANK deletion, and RANKL inhibition alleviate muscle dystrophy in *mdx* transgenic mice (Dufresne et al., 2018, 2017; 2015). Moreover, OPG-Fc promotes muscle repair and regulates inflammation in cardiotoxin-induced acute muscle injury (Bouredji et al., 2021). In general, the effects of OPG/RANKL/RANK axis on muscle development, muscle injury, inherited muscle atrophy and age-related muscle atrophy have been preliminarily demonstrated. However, the role of this axis in secondary muscle atrophy requires further investigation.

Muscle atrophy occurs secondary to a variety of circumstances, including disuse, drug, malnutrition, cachexia and metabolic disease-induced muscle atrophy, in which disuse includes denervation, immobilization and hindlimb suspension (Xie et al., 2021). Muscle denervation is commonly observed in the clinic and is caused by trauma or is a symptom of neuromuscular disorders (Xie et al., 2021). Different from other secondary muscle atrophy models, denervation begins from the interruption of both efferent and afferent nerve fibers, in which gene expression profile change, protein homeostasis dysfunction, mitochondrial energy dysregulation, inflammation, oxidative stress, and autophagy are involved (Yang et al., 2020). However, no previous study has explored the role of the OPG/RANKL/RANK axis in this muscle condition.

In this study, we constructed a sciatic nerve transection model to induce muscle denervation in wild-type (WT) and *Opg* knockout mice. We report the first evaluation of the impact of the OPG/RANKL/RANK axis on denervation-induced muscle atrophy and present the possible mechanisms. These findings expand the current understanding of this crucial signaling axis and may provide basic evidence for the development of clinical treatment strategies.

## 2 Materials and methods

### 2.1 Animal experiments

All animal experiments were performed under a project license (No. 2021-X17-69), which was reviewed and approved by the Institutional Animal Care and Use Committee of Chinese PLA General Hospital. All experiments were performed in compliance with the national guidelines for the care and use of animal.

Homozygote *Opg* ^*−/−*^ (Tnfrsf11b^tm1Smoc^, NM-KO-00004) mice and WT mice were purchased from the Shanghai Research Center for Model Organisms. All mice were housed in specific-pathogen-free conditions under a 12/12-h light/dark cycle, and movement and feeding were not restricted. Mouse genotypes were determined *via* PCR amplification of DNA isolated from their tails. Twelve-week-old male WT and *Opg* ^*−/−*^ mice were used in our experiments to exclude the influence of hormones in female mice. A random allocation was performed for each genotype.

Sciatic nerve transection procedures were as follows: Mice were anesthetized using an intraperitoneal injection of 1% sodium pentobarbital. The sciatic nerve of the right hind limb was exposed and transected to a length of 10 mm (den group). The sciatic nerve of the left hind limb was exposed without transection (sham group). Body weight and gait of all mice were evaluated at the indicated time points. The mice were sacrificed before denervation, as well as days 3, 7, and 14 post denervation, and the bilateral gastrocnemius (GAS) muscles of all mice were harvested, weighed, and stored according to standard methods. The wet weight ratio was calculated by dividing the weight of the operative side by that of the sham-operated side.

### 2.2 Reagents

Information about reagents is listed in Supplementary Tables S1, S2.

### 2.3 Grip strength

The grip strength of mice was measured by allowing the mice to grip the metal mesh attached to the grip strength meter (Chatillon, US) and pulling them continuously. The test was repeated at least three times and the highest force for each test was recorded. The average grip strength of mice was calculated and normalized to body weight.

### 2.4 Footprint analysis

To evaluate changes in footprint and obtain gait images and parameters, CatWalk XT 9.0 (Noldus Information Technology, Wageningen, Netherlands) was used. Before and after denervation, mice were placed on a 1.3 m walkway and images of the footprints were captured using a high-speed camera. Three consecutive runs were conducted for each test. CatWalk XT software was used to analyze the footprint parameters, including stride length (length between successive placements of the same paw) and sway length (average width of the hind paws).

### 2.5 Hematoxylin and eosin (HE) staining and Masson’s trichrome staining

For HE staining, 10 μm-thick frozen GAS muscle slides were obtained and stained with HE according to the manufacturer’s instructions.

For Masson’s trichrome staining, GAS muscles were fixed with 4% paraformaldehyde (PFA), dehydrated and embedded in paraffin. 4 μm-thick paraffin-embedded GAS muscle slides were stained with Masson’s trichrome reagent according to the manufacturer’s instructions.

Histological slides were scanned using a PRECICE 500 (UNIC, China). ImageJ software (NIH, US) was used to quantify myofiber cross-sectional area (CSA) and minimal Feret diameter in HE slides, and fibrotic area in Masson slides. At least three random areas were analyzed for each slide.

### 2.6 Micro-computed tomography (CT) analysis

To analyze the bone mass and microarchitecture, micro-CT was performed using the Inveon MM system (Siemens, Munich, Germany), as previously described (Liu et al., 2019). Mouse femur samples were fixed in 4% PFA for 24 h and scanned. The following parameters were calculated using the Inveon Research Workplace (Siemens): bone mineral density (BMD, mg/cm^3^) and bone volume/total volume (BV/TV, %) in the region of interest on the femur (1-2 mm below the distal growth plate).

### 2.7 Cryosection staining

Fresh GAS muscles were mounted in optimal cutting temperature medium and snap-frozen in pre-cooled isopentane in liquid nitrogen. Frozen muscle sections (10 μm) were obtained and stored at −80°C. For fiber typing, the muscle sections were permeabilized and blocked with 0.3% Triton X-100 and QuickBlock blocking buffer at room temperature for 30 min. The sections were then incubated overnight at 4°C with the primary antibody solution which consisted of anti-Myhc I (BA-D5, DSHB), anti-Myhc IIa (SC-71, DSHB), anti-Myhc IIb (BF-F3, DSHB) and anti-dystrophin (ab15277, Abcam) diluted in QuickBlock primary antibody dilution buffer. After washing three times, the sections were incubated for 1 h at room temperature with a secondary antibody solution containing Alexa Fluor^®^ 405 (ab175652, Abcam), Alexa Fluor^®^ 488 (ab150121, Abcam), Alexa Fluor™ 568 (A-21124, Invitrogen) and Alexa Fluor^®^ 647 (ab172327, Abcam) diluted in QuickBlock secondary antibody dilution buffer. All sections were captured using confocal laser scanning microscopy (Leica TCS SP5, Germany), and the muscle CSA were analyzed using ImageJ software (NIH, US).

### 2.8 Western blotting analysis

GAS muscles were homogenized in RIPA lysis buffer supplemented with a protease inhibitor cocktail and the total protein content was estimated using a BCA protein concentration determination kit. Equal amounts of protein (20 μg) were separated *via* sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), transferred to polyvinylidene difluoride membranes (PVDF; Bio-Rad) using a semi-dry transfer system (Bio-Rad) and blocked in EveryBlot Blocking Buffer. The membranes were incubated at 4°C overnight with the following primary antibodies: Anti-OPG, anti-MuRF-1, anti-Fbx32 and anti-GAPDH. The membranes were then incubated at room temperature with anti-rabbit or anti-mouse IgG-conjugated secondary antibodies for 1 h and visualized using Clarity Western ECL substrate. Band grayscale was analyzed using ImageJ software (NIH, US) and normalized to GAPDH.

### 2.9 RNA extraction and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from cell samples and GAS muscle samples using the FastPure^®^ Cell/Tissue Total RNA Isolation Kit V2 and cDNA was synthesized using the HiScript^®^ Ⅲ All-in-one RT SuperMix Perfect for qPCR. Subsequently, qRT-PCR was conducted in a CFX96™ thermal cycler (Bio-Rad, United States) using ChamQ Universal SYBR qPCR Master Mix according to the manufacturer’s instructions. The relative mRNA expression levels were calculated using the 2^−ΔΔCt^ method, and *Gapdh* was used as the internal control. Primer sequences used are listed in Supplementary Table S3.

### 2.10 Transcriptome sequencing and bioinformatics analysis

The transcriptomic data were deposited in the GEO database (GSE220152). Total RNA from GAS samples was extracted from the sham and den groups using the TRIzol reagent. The RNA-Sequencing library was constructed in a non-strand-specific manner and sequenced using Illumina Novaseq 6,000 by the Bestnovo Medical Laboratory (Beijing, China). Sequencing reads were mapped to the mouse genome reference build mm10 using STAR aligner. Transcripts per million and differentially expressed genes (DEGs) were calculated using RSEM and ebseq packages. DEGs were defined using the following criteria: FDR <0.05, and absolute log2 fold change >1. Gene ontology (GO) analysis was performed using the clusterProfiler package. Principal component analysis (PCA) plots, heatmaps, and volcano plots were visualized with ggplot2 and heatmap packages.

### 2.11 Fluorescence-activated cell sorting (FACS)

Satellite cells (SCs) were sorted as previously reported (Ryall et al., 2015). Briefly, hindlimb muscles from 6-week-old male mice were harvested, and blood, tendons, lipid tissues and nerves were removed. The muscles were finely chopped until a slurry was generated. The slurry was digested with 0.2% collagenase II and 0.1% dispase at 37°C for 60 min. The slurry was centrifuged, filtered and incubated with a primary antibody cocktail mixture as follows: APC-labeled α7-integrin, PE-labeled CD11b, CD31, CD45, and Sca1 and 7-AAD. Sorting was conducted on SH800S (SONY) and the gating strategy was based on positive α7-integrin, negative 7-AAD and CD11b/CD31/CD45/Sca1 staining.

### 2.12 Cell culture

The sorted SCs populations were cultured in collagen I-coated dishes. The culture medium was F10 basic medium supplemented with 20% fetal bovine serum, 1% penicillin-streptomycin and 10 ng/mL basic fibroblast growth factor. The growth medium was changed every other day. The proliferation ability of SCs was evaluated using the BeyoClick EdU Cell Proliferation Kit following the manufacturer’s instructions. Briefly, EdU was added into the culture medium and incubated for 6 h. The cells were fixed and permeabilized and click additive solution and Hoechst 33,342 were added. The proliferation ability of SCs was calculated by dividing the number of EdU-positive cells by the total number of cells. To induce myogenic differentiation, 20,000 SCs/well were seeded in a 48-well plate coated with collagen I and cultured in a differentiation medium (2% horse serum and 1% penicillin-streptomycin in DMEM) for 48 h. The differentiation ability of SCs was evaluated using myotube staining. Briefly, myotubes were fixed with 4% PFA, permeabilized and blocked with 0.2% Triton X-100 and QuickBlock blocking buffer at room temperature, respectively. The myotubes were incubated with a primary antibody against MyHC (MF20) overnight at 4°C and subsequently incubated with the secondary antibody goat anti-mouse Alexa Fluor 568 at room temperature. The cells were counterstained with DAPI. The differentiation index was calculated by dividing the number of nuclei per myotube by the number of DAPI^+^ nuclei (all MyHC^+^ myotubes were considered). The fusion index was calculated by dividing the number of nuclei per myotube by the number of DAPI^+^ nuclei (only MyHC^+^ myotubes with two or more nuclei were considered).

### 2.13 Statistics

Statistical analysis was conducted using GraphPad Prism 8.0 (GraphPad) and data were presented as the mean ± standard deviation (SD). Comparisons between multiple groups were evaluated using one-way ANOVA followed by Tukey’s test. A two-tailed unpaired Student’s t-test was used to compare differences between two groups. *p* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 *Opg* knockout mice displayed the similar functional recovery with WT mice after denervation

Before we explored the effects of the *Opg* knockout on denervated muscle atrophy, we first verified the known phenotypes of the *Opg* ^*−/−*^ mice we established. Compared to WT mice, reduced body mass was observed in 3-month-old *Opg* ^*−/−*^ mice (Figure 1A and Supplementary Figure S1B). Further, 3-month-old *Opg* ^*−/−*^ mice developed an osteoporotic phenotype, as indicated by lower BMD (Supplementary Figure S1C) and BV/TV (Supplementary Figure S1D) compared to WT mice. Meanwhile, normalized to body weight, the weight of the GAS (mixed-type muscle) and whole limb grip strength were comparable in 3-month-old *Opg* ^*−/−*^ mice and age-matching WT mice (Supplementary Figures S1E, S1F), which was in line with what was reported previously (Hamoudi et al., 2020).

**FIGURE 1:**
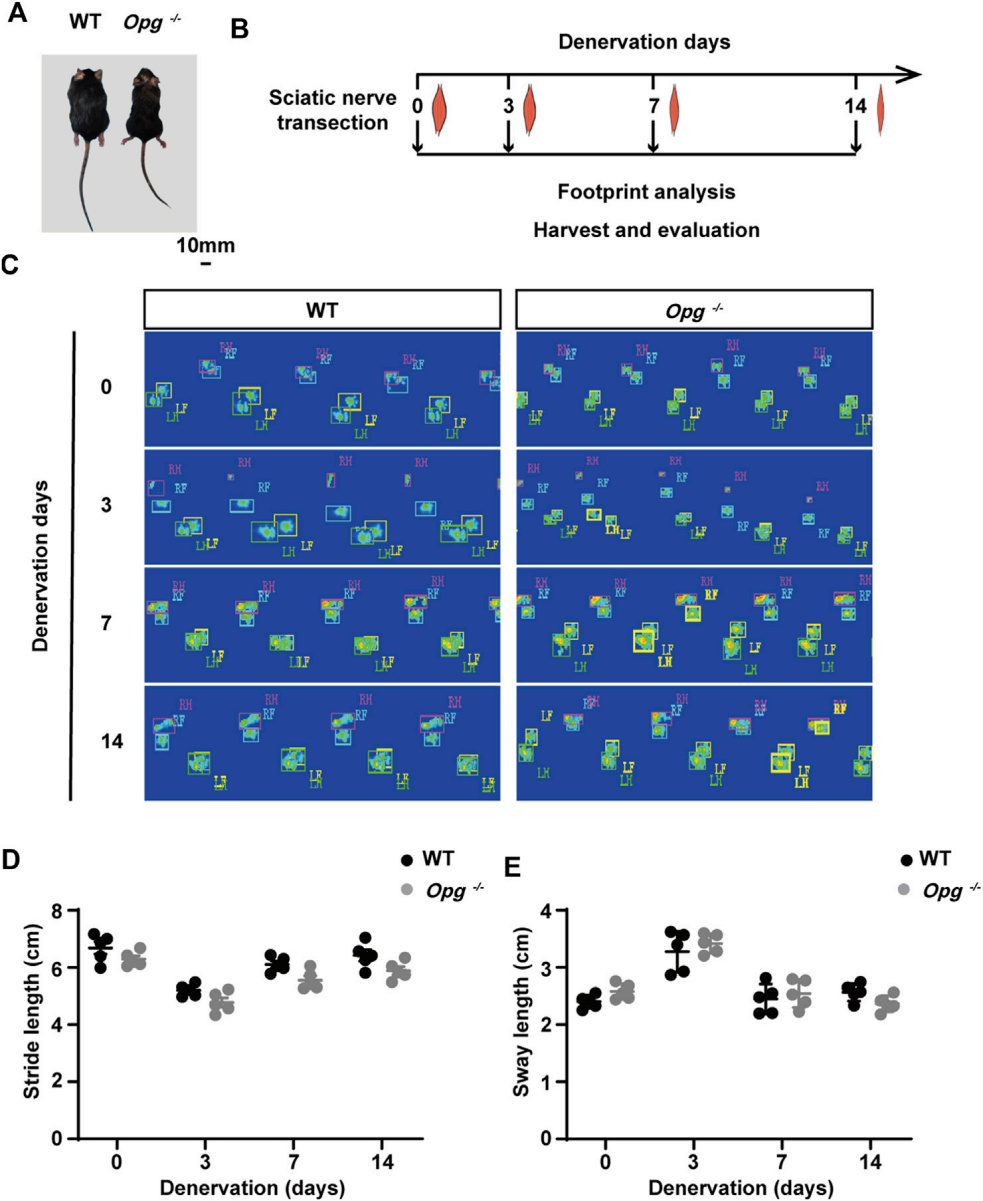
*Opg* knockout mice exhibited the similar functional recovery with WT mice after denervation. **(A)** Body size comparison of 12-week-old WT and *Opg* ^*−/−*^ mice. Scale bar 10 mm. **(B)** Schematic of the experimental design to evaluate muscle atrophy at indicated time points. **(C)** The representative footprints of WT and *Opg* ^*−/−*^ mice at indicated time points. **(D-E)** Quantitative analysis of footprints to evaluate differences in stride length **(D)** and sway length **(E)**. *n* = 5/group. Data are represented as the mean ± SD.

Next, sciatic nerve transection models were established in WT and *Opg* ^*−/−*^ mice and footprint analysis was performed before denervation and on days 3, 7 and 14 post denervation to evaluate the effects of nerve transection on WT and *Opg* ^*−/−*^ mice (Figure 1B). Representative footprints from the sham and injury conditions were shown (Figure 1C). As motor function was affected by both nerve and muscle, we compared the motor function by using static paw parameters, stride length and sway length (Li et al., 2021). We found that motor function was significantly impaired on day 3 post denervation and gradually recovered on days 7 and 14, which seemed no significant difference between WT and *Opg* ^*−/−*^ mice (Figures 1D, E). Collectively, the above results indicated that denervation severely impaired nerve and muscle function and *Opg* ^*−/−*^ mice displayed the similar functional recovery with WT mice after denervation.

### 3.2 *Opg* knockout delayed GAS muscle atrophy after denervation

To evaluate muscle loss, GAS muscles of each mouse were harvested before denervation and on days 3, 7 and 14 after denervation (Figure 2A) and the wet weight ratio was calculated. During the first 2 weeks of denervation, the wet weight ratio of GAS muscle decreased rapidly in both WT and *Opg* ^*−/−*^ mice, whereas the wet weight ratio of *Opg* ^*−/−*^ mice was higher than that of WT mice on days 3, 7 and 14 after denervation, which suggested that *Opg* ^*−/−*^ mice showed delayed GAS muscle atrophy (Figure 2B). HE staining was performed to further evaluate the effects of denervation on muscle pathology (Figure 2C). Firstly, there are increased nuclear volume, heteromorphic nuclei, vacuolated nuclei and increased number of nuclei in the course of denervation in WT and *Opg* ^*−/−*^ mice. Moreover, we evaluated the muscle fiber CSA of WT and *Opg* ^*−/−*^ mice. Regardless of denervation, the CSA and mean minimal Feret diameter of *Opg* ^*−/−*^ mice were significantly lower than those of the WT mice, suggesting a muscle atrophy phenotype in *Opg* ^*−/−*^ mice, which was consistent with previous report (Hamoudi et al., 2020) (Supplementary Figures S2A, S2B). After denervation, the GAS CSA ratio was significantly reduced in both WT and *Opg* ^*−/−*^ mice, but the ratio in *Opg* ^*−/−*^ mice was significantly higher than that in WT mice, demonstrating a delayed muscle atrophy (Figure 2D). Myofiber distribution analysis showed that the peak of CSA distribution in WT mice was higher than that in *Opg* ^*−/−*^ mice before denervation and *Opg* ^*−/−*^ mice had a higher percentage of small myofibers (<1,500 μm^2^) (Figure 2E). Denervation reduced myofiber CSA and the CSA distribution was not significantly different between the WT and *Opg* ^*−/−*^ mice (Figure 2E), which further supported the delayed muscle atrophy in *Opg* ^*−/−*^ mice. Denervation induced muscle fibrosis 14 days after nerve transection, as indicated by Masson’s trichrome staining (Supplementary Figure S2C). However, the fibrotic area observed in *Opg* ^*−/−*^ mice was significantly lower than that in WT mice (Supplementary Figure S2D). In general, GAS muscle atrophied rapidly upon denervation and *Opg* knockout delayed muscle atrophy and alleviated fibrosis caused by denervation.

**FIGURE 2:**
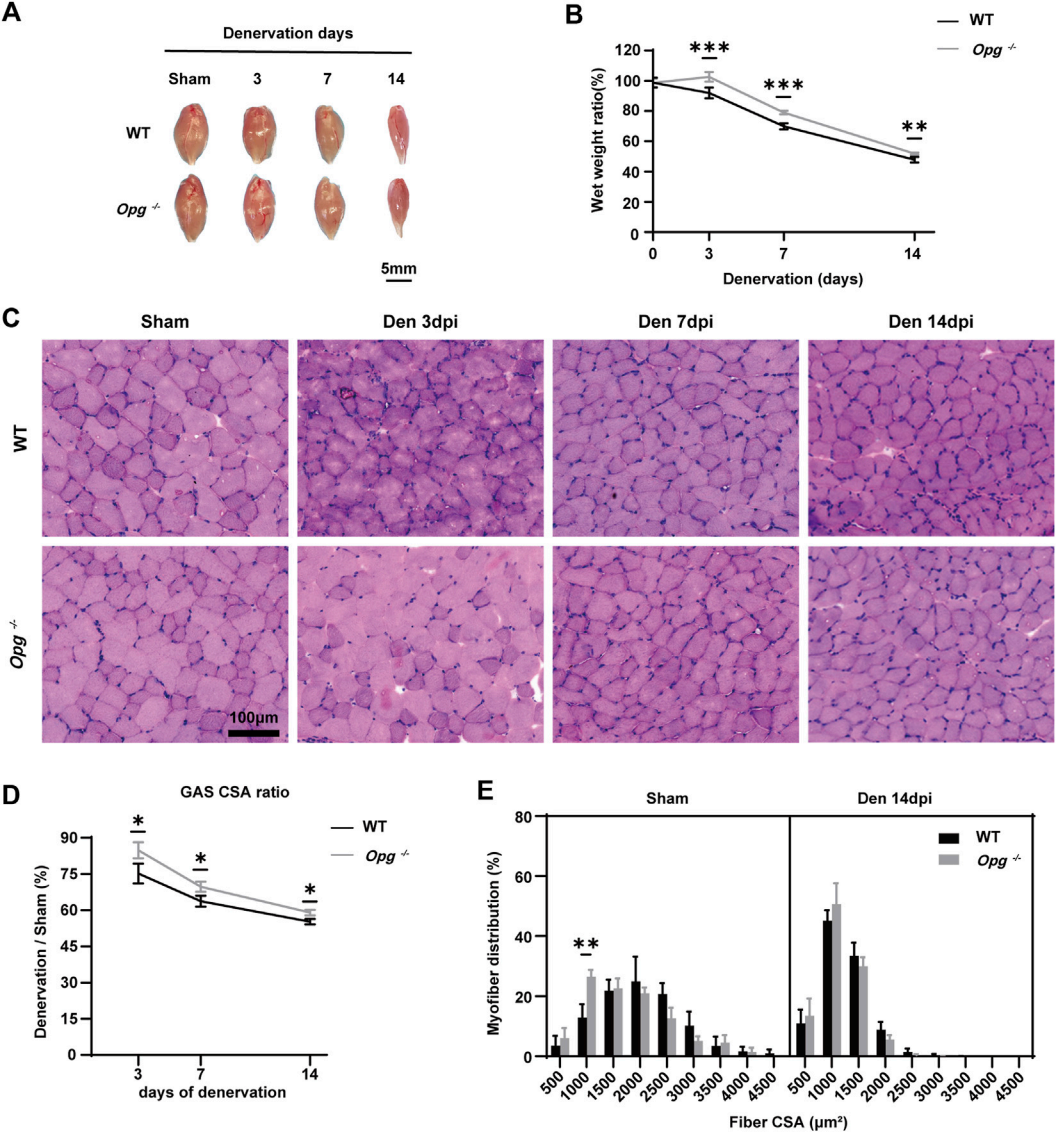
*Opg* knockout delayed the GAS muscle atrophy after denervation. **(A)** Gross morphology of gastrocnemius muscles, harvested from WT and *Opg* ^*−/−*^ mice days 3, 7 and 14 after denervation. Scale bar 5 mm. **(B)** The wet weight ratio of gastrocnemius muscles at the indicated time points after denervation (*n* = 5/group). **(C)** HE staining of cross-sections of gastrocnemius muscles to analyze CSA at the indicated time points after denervation. Scale bar 100 μm. **(D)** The CSA ratio of gastrocnemius muscles at the indicated time points after denervation (*n* = 3/group). **(E)** Myofiber CSA distribution of gastrocnemius muscles from WT and *Opg* ^*−/−*^ mice 14 days after denervation. *n* = 3/group. Data are represented as the mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001 compared with WT mice.

### 3.3 *Opg* knockout mice showed a milder activation of the ubiquitin-proteasome pathway after denervation compared to WT mice

Ubiquitin-proteasome system is an important proteolytic system with a significant role in muscle atrophy (Parveen et al., 2021). To further explore the effects of *Opg* knockout on denervated muscle, we measured the expression of E3 ubiquitin ligases MuRF-1 and Atrogin-1 in GAS muscles. The results showed the higher expression of MuRF-1 and Atrogin-1 in *Opg* ^*−/−*^ sham group than WT sham group (Figures 3A–C), suggesting the undergoing muscle atrophy in *Opg* ^*−/−*^ mice, which was the same as previous reports (Hamoudi et al., 2020). After denervation, compared to respective sham group, the expression of MuRF-1 and Atrogin-1 was upregulated in WT mice, whereas that in *Opg* ^*−/−*^ mice was discrepant (Figures 3A–C). MuRF-1 was downregulated and Atrogin-1 was upregulated in *Opg* ^*−/−*^ mice, whereas the increase fold of Atrogin-1 in *Opg* ^*−/−*^ mice was lower than that in WT mice after denervation relative to sham group (Figures 3A–C). These results suggested that the ubiquitin-proteasome pathway was activated upon denervation and *Opg* knockout mice exhibited milder activation compared to WT mice, which further supported the protective role of *Opg* knockout.

**FIGURE 3:**
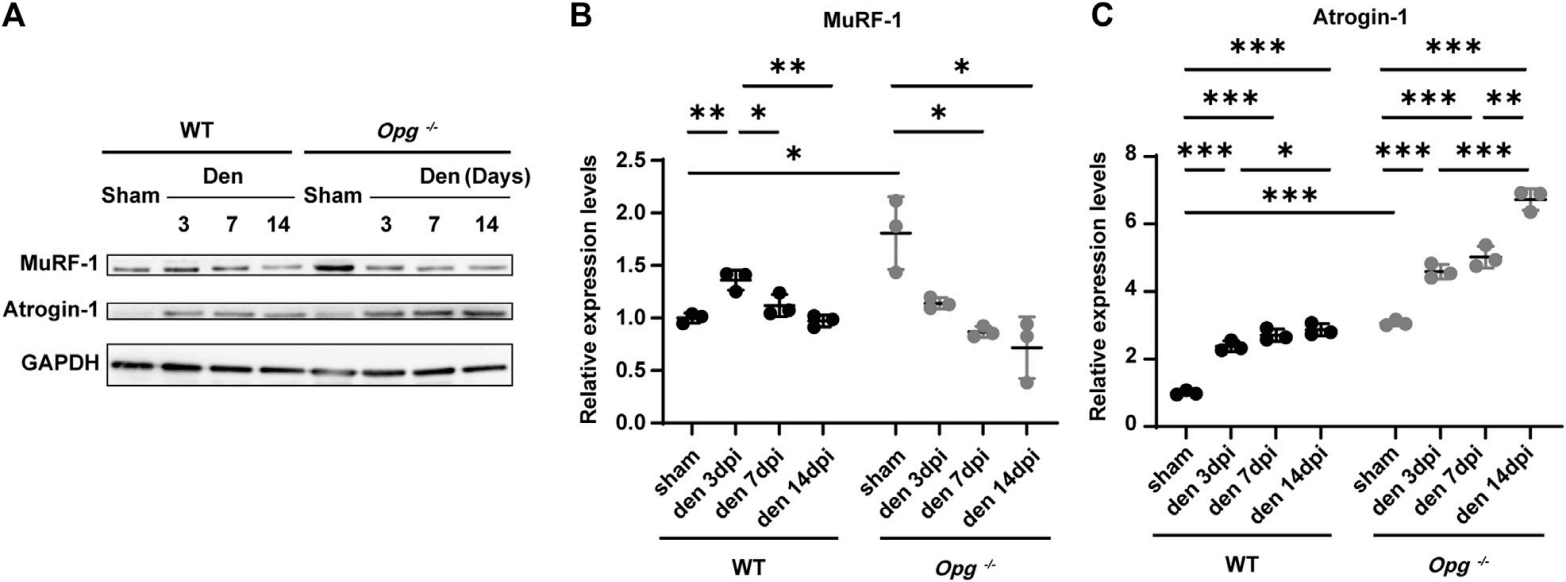
*Opg* knockout delayed the GAS muscle atrophy *via* the ubiquitin-proteasome pathway. **(A–C)** The expressions of E3 ubiquitin ligases MuRF-1 and Atrogin-1 quantified *via* western blotting in gastrocnemius muscles at indicated time points after denervation. *n* = 3/group. Data were represented as the mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### 3.4 Denervation promoted muscle fiber type transition and *Opg* knockout delayed type ⅡB myofiber atrophy after denervation

To further explore the effects of *Opg* knockout on specific muscle fiber type, we performed muscle fiber phenotyping of the GAS muscle types I, IIA, IIB and IIX, the percentage of which could change due to physical exercise, disuse, aging and injury (You et al., 2021) (Figures 4A, B). In summary, denervation promoted a muscle fiber type switch from slow-to fast-twitch, reflecting the change in the metabolic states of myofibers. This was consistent for both denervated WT and *Opg* ^*−/−*^ mice (Figures 4A, B). Type I fibers (slow-twitch myofibers) increased in *Opg* ^*−/−*^ mice compared to WT mice (Figure 4C). Denervation induced the loss of type I fibers (%) in both WT and *Opg* ^*−/−*^ mice but was especially significant in *Opg* ^*−/−*^ mice (Figure 4C), whereas the CSA of type I fibers showed no significant difference (Figure 4D). In GAS muscles, type IIB fibers were the primary fiber type making up more than 60% of the total myofibers and type IIB fibers increased following denervation in both WT and *Opg* ^*−/−*^ mice (Figure 4C). Interestingly, the CSA of WT mice was significantly reduced upon denervation, whereas *Opg* knockout delayed the loss of CSA of type IIB fibers (Figure 4D). The percentage of other non-type IIB fibers fluctuated in both WT and *Opg* ^*−/−*^ mice, which was likely to be influenced by hybrid muscle fibers, such as types IIB/IIX, IIA/IIX and IIA/IIB fibers, but the percentage of other non-type IIB fibers decreased (Figure 4C). Moreover, the change in the CSA of other non-type IIB fibers was not significant, except for type IIX fibers in WT mice, which appeared as smaller fibers (Figure 4D). Taken together, denervation promoted muscle fiber type from slow-fast transformation and *Opg* knockout delayed denervated muscle atrophy in a specific type IIB fiber.

**FIGURE 4:**
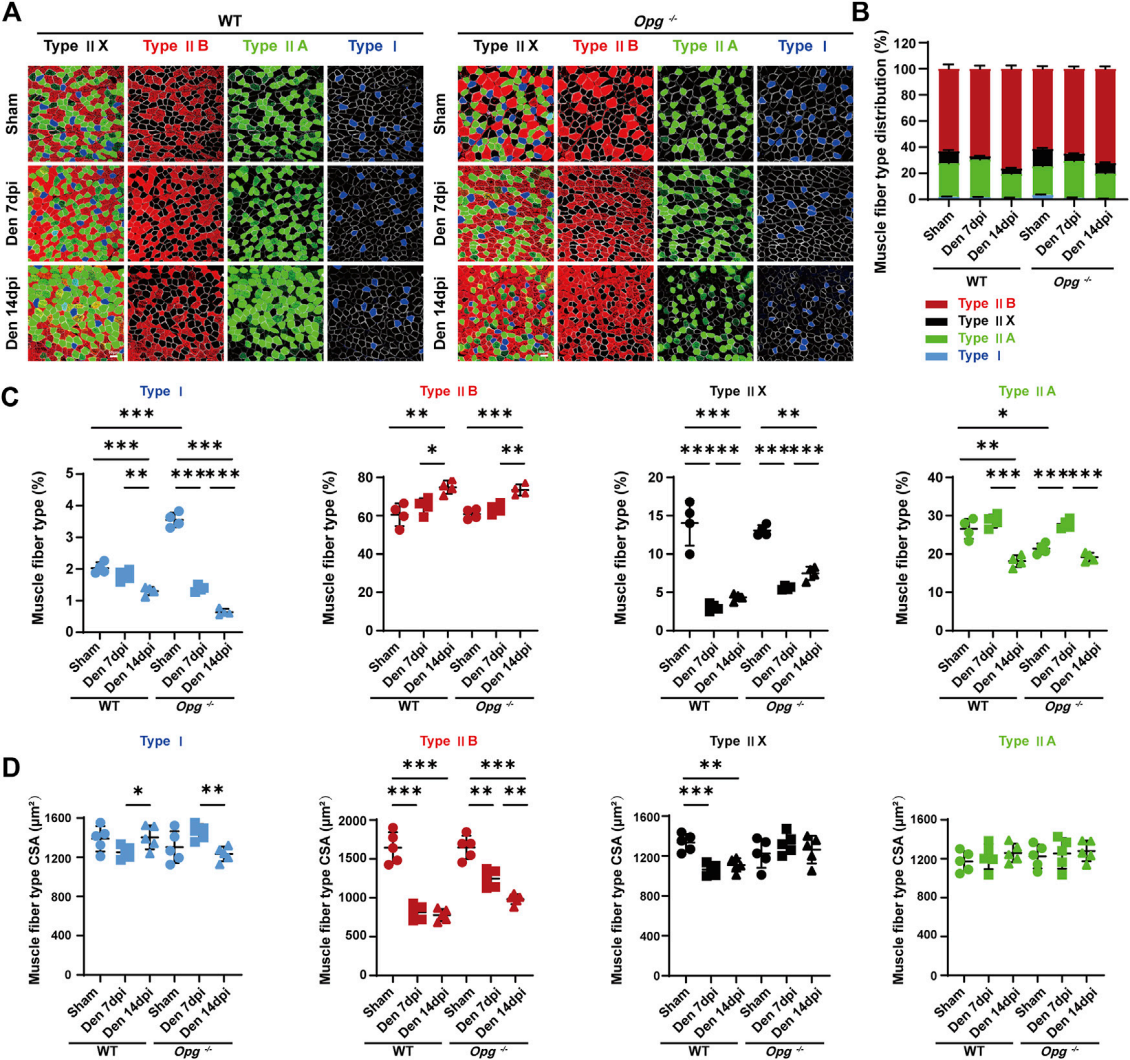
Denervation promoted muscle fiber type transition and *Opg* knockout delayed type ⅡB myofiber atrophy. **(A, B)** Representative immunofluorescence images and stacked bar graphs showing muscle fiber type composition and transition of gastrocnemius muscles days 7 and 14 after denervation relative to sham group. Scale bar 50 μm. **(C)** The percentage of gastrocnemius muscle fiber subtypes I (blue), IIB (red), IIX (black) and type IIA (green). **(D)** The mean CSA of gastrocnemius muscle fiber subtypes I (blue), IIB (red), IIX (black) and type IIA (green). *n* = 4-5/group. Data are represented as the mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### 3.5 *Opg* knockout upregulated TET2 expression along with other muscle protective genes

To further understand the underlying molecular mechanism of how *Opg* knockout delayed denervated muscle atrophy, we performed transcriptome sequencing of GAS muscles 7 days post denervation, the peak of phenotypic differences between WT and *Opg* ^*−/−*^ mice (Figure 5A). 

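Gastrocnemius muscle of 12-week-old WT and Opg−/− mice was profiled by RNA sequencing at day 7, with 5 libraries from the sham limb and 5 from the den limb of each genotype. The targeted gene, Tnfrsf11b (ENSMUSG00000063727, chromosome 15 of mm10, 54250619 to 54278484), which encodes OPG, was close to the limit of detection in all 4 groups. Its values were 2.2, 1.2, 2.1 and 5.5 in WT sham, 5.2, 1.7, 3.2, 5.6 and 6.4 in WT den, 6.1, 7.5, 9.6, 11.2 and 9.5 in the sham libraries labelled Opg−/−, and 1.9, 6.9, 4.9, 11.9 and 4.4 in the den libraries labelled Opg−/−. The mean was 2.75 ± 1.90 (SD, n = 4) in WT sham and 8.78 ± 1.99 (SD, n = 5) in Opg−/− sham (two-sided exact permutation test, p = 0.0159, the smallest that 4 libraries against 5 allow, adjusted p = 0.19 in limma over all genes). In the den groups it was 4.41 ± 1.90 (SD, n = 5) in WT and 5.98 ± 3.75 (SD, n = 5) in Opg−/− mice (exact permutation test, p = 0.54). These values rest on 1 to 5 reads in WT sham, 2 to 8 in WT den, 5 to 10 in Opg−/− sham and 2 to 14 in Opg−/− den. A value per gene does not show which part of the gene its reads come from, so these values do not decide whether OPG was lost. The paper genotyped its mice by PCR, shows a western blot of OPG in both genotypes (Supplementary Figure S1A) and reports lower body mass and BMD in Opg−/− mice.
The deposited table gives 32285 Ensembl genes in 20 libraries. The authors prepared non-strand-specific libraries, sequenced them on a NovaSeq instrument, mapped the reads to mm10 with STAR and quantified genes with RSEM. The values are RSEM expected counts divided by 1 size factor per library: the median ratio to the geometric mean over all libraries was 1.00716 in every column, and the sums of the values ranged from 14142249 to 22056156, so they are not TPM. They are called normalized expected counts here. Dividing each library by the value of a single read gave the reads assigned to genes, 15186246 to 20102296 per library (median 16681298 in WT sham, 17089319 in WT den, 17086228 in Opg−/− sham and 17182048 in Opg−/− den). Intervals and tests cover counting error and the spread between libraries, and reads were not corrected for amplification.
WT sham 1 and WT sham 2 differed by less than the sampling noise of their reads (chi-squared per degree of freedom 0.336, against 7.11 to 27.4 for the other 39 pairs within a group). They were averaged and counted as 1 library, which leaves n = 4 in WT sham and n = 5 elsewhere. The 17948 genes with a value of at least 1 in at least 4 libraries were tested with limma (trend and robust options) on log2(value + 1), in 1 fit over the 4 groups, with Benjamini-Hochberg adjustment. A differentially expressed gene (DEG) had an adjusted p under 0.05 and an absolute log2 fold change above 1, as in the paper, and a single gene or a member of a gene list was called at an adjusted p under 0.05. The paper used EBSeq. Because the libraries were not strand-specific, reads of a gene that overlaps another gene cannot be assigned to a strand.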

PCA and Pearson correlation analysis revealed clear sample clusters and correlations (Supplementary Figure S3). 

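Denervation separated the libraries more than genotype did. On the first principal component, which held 53.42% of the variance of the log2 values, every den library lay at least 127.3 units from every sham library, and libraries of both genotypes lay together within each limb. The second component held 4.92% and set WT sham 1 and WT sham 2 apart from the other sham libraries. This separation was seen only with the near-identical pair entered as 2 libraries. With the pair counted once, its mean lay at 10 on the second component, within the other sham libraries (−33.7 to 38.6).
Across genes, Pearson r was 0.9778 to 0.9985 within a group (median 0.9797) and 0.9338 to 0.9473 between sham and den libraries (median 0.9414). Between WT and Opg−/− libraries of the same limb it was 0.9752 to 0.9835 (median 0.9797), the same median as within a group. WT sham 1 and WT sham 2 had the highest r, and the other pairs within a group did not exceed 0.9842. Genes are not independent replicates, so no p is given for these correlations. The 10 most abundant genes took 22.66% to 27.01% of the values in sham libraries and 10.29% to 13.26% in den libraries.

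**Figure D1:**
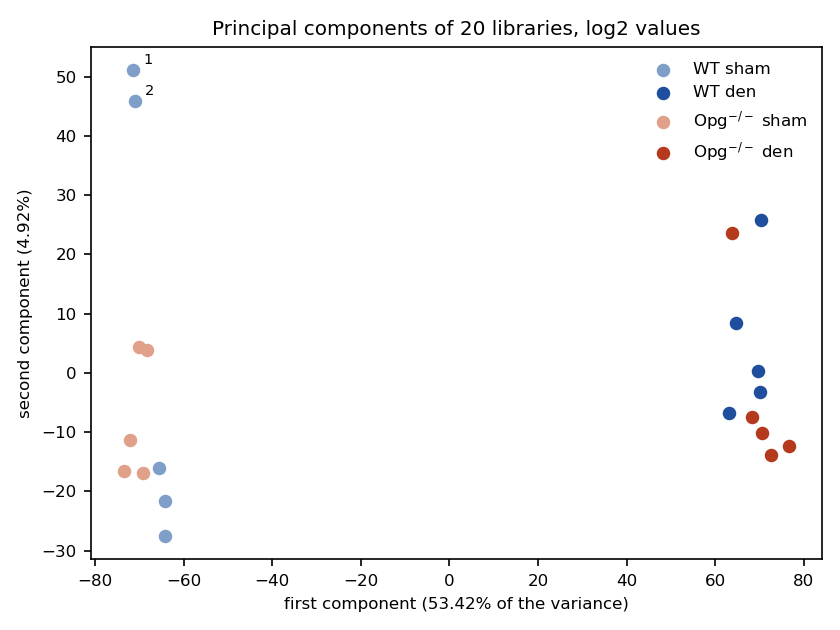
First and second principal components of the log2 values of 18045 genes in the 20 libraries, in arbitrary units, with each library as a point colored by group. WT sham 1 and 2 are marked by their numbers. Sham libraries lie on the left and den libraries on the right, with 127.3 units between the closest of them.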

In WT mice, compared to the sham group, the expression of 3,028 genes was significantly changed in den group in which 1,495 were upregulated and 1,533 were downregulated (Figure 5B). 

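In WT muscle, single genes changed by orders of magnitude upon denervation, Chrng and Krt18 upward and Dhrs7c downward. Chrng, the gamma subunit of the fetal acetylcholine receptor (ENSMUSG00000026253, chromosome 1, 87204657 to 87212694), rose from 4.28 ± 4.49 (SD, n = 4) in sham to 1440 ± 819 (SD, n = 5) in den muscle, a log2 fold change of 8.48 (standard error 0.65, adjusted p = 1.01e-08 from limma). Myog, a transcription factor of muscle differentiation, rose from 155.2 ± 29.2 (SD, n = 4) to 2738 ± 903 (SD, n = 5), and Krt18, a keratin, from 9.91 ± 7.83 (SD, n = 4) to 4617 ± 890 (SD, n = 5). Dhrs7c, a dehydrogenase of the sarcoplasmic reticulum (ENSMUSG00000033044, chromosome 11, 67798187 to 67816002), fell from 2765 ± 243 (SD, n = 4) to 15.7 ± 2.74 (SD, n = 5), a log2 fold change of −7.38 (standard error 0.33, adjusted p = 5.76e-12 from limma).
Of the 17948 genes tested, 3547 were DEGs in limma, 1721 of them higher and 1826 lower in the den group. Of 23 genes known to respond to denervation, listed before the data were examined, 18 rose and 4 fell, both over all genes and adjusted over the list alone (median log2 fold change 3.38; camera, adjusted p = 9e-09, adjusted p = 0.062 with an estimated correlation). Besides Chrng they included Ankrd1, a muscle ankyrin repeat protein, with a log2 fold change of 6.18 (standard error 0.34, adjusted p = 1.51e-10), and Sln, which encodes sarcolipin, with 6.07 (standard error 0.62, adjusted p = 4.03e-07), both from limma. When each library was scaled to the same total instead, a setting chosen after seeing the data, the median of all genes shifted by 0.265 and 2707 DEGs were higher and 1118 lower. All changes are relative to the authors' scaling, under which the median gene changed by −0.002.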

In *Opg* ^*−/−*^ mice, compared to the sham group, the expression of 3,126 genes was significantly altered in den group in which 1,551 genes were upregulated and 1,575 genes were downregulated (Figure 5B). 

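Most of the DEGs of WT muscle were also DEGs in Opg−/− muscle, in the same direction. Chrng rose from 0.926 ± 1.27 (SD, n = 5) in Opg−/− sham to 1155 ± 431 (SD, n = 5) in Opg−/− den muscle. Igfn1, a protein of the sarcomere Z-disc (ENSMUSG00000051985, chromosome 1, 135953578 to 136006342), rose from 134.5 ± 71.2 (SD, n = 5) to 11760 ± 2760 (SD, n = 5), a log2 fold change of 6.58 (standard error 0.34, adjusted p = 6.22e-11 from limma). Dhrs7c fell from 3180 ± 171 (SD, n = 5) to 14.9 ± 11.7 (SD, n = 5), and Ostn, a peptide hormone secreted by muscle, from 614.7 ± 174 (SD, n = 5) to 8.81 ± 4.59 (SD, n = 5).
In limma, 3883 of the 17948 genes tested were DEGs, 2055 higher and 1828 lower in the den group. Of the genes higher in each genotype, 1401 were shared, where independent calls would share 197, and 1338 lower genes were shared, where 186 would be. Only 3 genes were DEGs in opposite directions. Across all genes tested, which are not independent replicates, the log2 fold changes of the 2 genotypes had a Pearson r of 0.893, and 85.2% had the same sign. Among the 4688 DEGs of either genotype, r was 0.936 and 96.5% had the same sign. The test of the difference itself, the interaction of genotype and denervation, gave 0 DEGs in limma (1249 genes at an unadjusted p under 0.05), in a fit without a block for the mouse. It gave 0 to 2 DEGs when a single library was left out. With a block for the replicate number, 2 genes were DEGs and 3 passed the adjusted p alone. Of 23 genes known to respond to denervation, 18 rose and 5 fell in Opg−/− muscle (the same numbers adjusted over the list alone), with a median log2 fold change of 3.63 (camera, adjusted p = 3.8e-08, adjusted p = 0.089 with an estimated correlation). Of the 19 lists called in WT by camera, 15 were called in Opg−/− mice. Autophagy, immediate early genes and markers of Schwann cells and adipocytes were not, and with an estimated correlation 0 lists were called in either. With equal library totals, the median of all genes shifted by 0.417 in this comparison, and 3740 DEGs were higher and 928 lower.

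**Figure D2:**
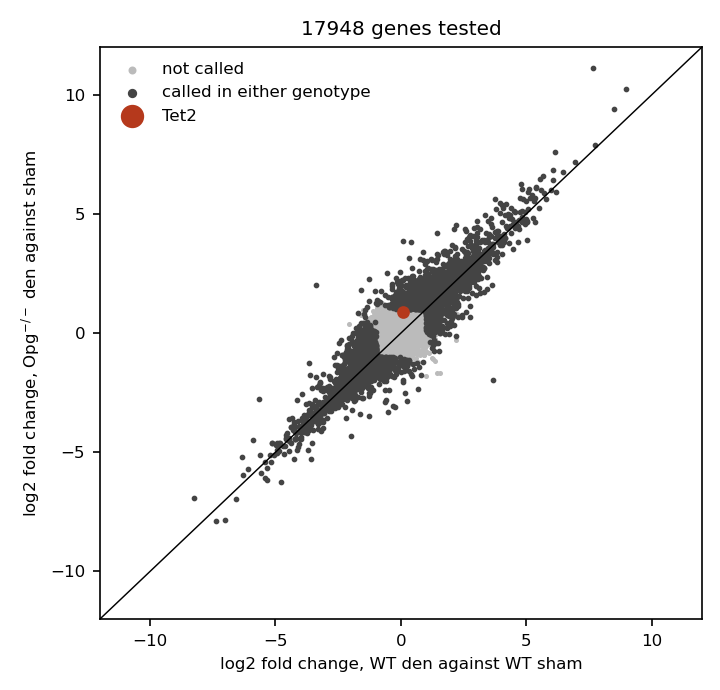
Log2 fold change of den against sham in WT (x axis) and in Opg−/− mice (y axis) for the 17948 genes tested, each a point, with the line of equal change. The 4688 genes called in either genotype are dark, Tet2 is marked, and r over all genes is 0.893.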

We also performed GO analysis of DEGs after denervation in WT and *Opg* ^*−/−*^ mice. 

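Proteasome and ribosome biogenesis genes rose as groups in both genotypes. All 32 proteasome subunits tested were higher in den than in sham muscle, with a median log2 fold change of 1.21 in WT (camera, adjusted p = 8.8e-23, adjusted p = 0.19 with an estimated correlation). In Opg−/− mice the median was 1.15 (adjusted p = 8.7e-21, adjusted p = 0.21 with an estimated correlation). Psma7, a subunit of the proteasome core (ENSMUSG00000027566, chromosome 2, 180036374 to 180042433), went from 1423 ± 126 (SD, n = 4) to 4744 ± 589 (SD, n = 5) in WT and from 1449 ± 133 (SD, n = 5) to 4676 ± 235 (SD, n = 5) in Opg−/− mice. Of 59 genes of rRNA processing, 51 rose and 1 fell in WT (median 0.56, camera adjusted p = 2.4e-13, adjusted p = 0.16 with an estimated correlation). In Opg−/− mice 46 rose and 2 fell (median 0.55, adjusted p = 1.3e-10, adjusted p = 0.21 with an estimated correlation). Utp18, a factor of small ribosomal subunit assembly, had a log2 fold change of 1.74 (standard error 0.09, adjusted p = 6.89e-16 from limma) in WT and 1.59 (standard error 0.08, adjusted p = 1.15e-15 from limma) in Opg−/− mice.
Of 30 genes of endoplasmic reticulum stress, 19 rose and 4 fell in WT (median 0.48, camera adjusted p = 0.00079, adjusted p = 0.17 with an estimated correlation). In Opg−/− mice 20 rose and 5 fell (median 0.41, adjusted p = 0.0026, adjusted p = 0.21 with an estimated correlation). Derl1, which helps export misfolded proteins for degradation, rose from 1622 ± 102 (SD, n = 4) to 5204 ± 500 (SD, n = 5) in WT. Chac1, a target of the stress factor ATF4, fell from 3130 ± 589 (SD, n = 4) to 1173 ± 657 (SD, n = 5). Of 36 autophagy genes, 18 rose and 4 fell in WT (median 0.18, adjusted p = 0.015, adjusted p = 0.49 with an estimated correlation). In Opg−/− mice 16 rose and 6 fell, where the list did not pass the test (median 0.13, adjusted p = 0.085). Map1lc3a, a component of the autophagosome membrane, had a log2 fold change of 1.80 in WT and 1.75 in Opg−/− mice (standard errors 0.10 and 0.09, adjusted p = 2.17e-15 and 8.06e-16 from limma), and Tfeb, a transcription factor of lysosome genes, had one of −1.05 in WT (standard error 0.10, adjusted p = 2.01e-10 from limma).
Apoptosis, muscle development and the ubiquitin ligases of atrophy did not pass the test as lists. Of 32 apoptosis genes, 13 rose and 10 fell in WT (adjusted p = 0.28) and 12 rose and 9 fell in Opg−/− mice (adjusted p = 0.31). Among them Bbc3, a pro-apoptotic target of p53, rose from 38.1 ± 4.65 (SD, n = 4) to 289.0 ± 50.9 (SD, n = 5) in WT and from 38.3 ± 16.4 (SD, n = 5) to 295.5 ± 22.3 (SD, n = 5) in Opg−/− mice. Of 30 genes of muscle development, 15 rose and 7 fell in WT (adjusted p = 0.073) and 16 rose and 9 fell in Opg−/− mice (adjusted p = 0.13). The embryonic myosin Myh3 was at 65.7 ± 56.1 (SD, n = 4) in WT sham and 1572 ± 807 (SD, n = 5) in WT den muscle. Of 20 ubiquitin ligases of atrophy, 6 rose and 8 fell in WT (adjusted p = 0.67), and 5 rose and 9 fell in Opg−/− mice (adjusted p = 0.53). Fbxo30 was the member with the largest change, a log2 fold change of 1.61 (standard error 0.11) in WT and 1.78 (standard error 0.10) in Opg−/− mice. Adjusted over the list alone, the counts were the same apart from autophagy (19 up and 5 down in WT), apoptosis (13 up in Opg−/− mice) and muscle development (16 up in WT and 17 in Opg−/− mice). Markers of macrophages moved with these groups: 8 of 16 rose in WT and all 16 in Opg−/− mice, with median log2 fold changes of 0.66 and 1.31 (camera, adjusted p = 0.028 and 7.8e-05, adjusted p = 0.60 and 0.39 with an estimated correlation). The larger rise in Opg−/− mice started from a lower sham level, with a median of −0.75 in Opg−/− sham against WT sham muscle. Macrophage markers were not among the lists that passed camera between the den groups.

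**Figure D3:**
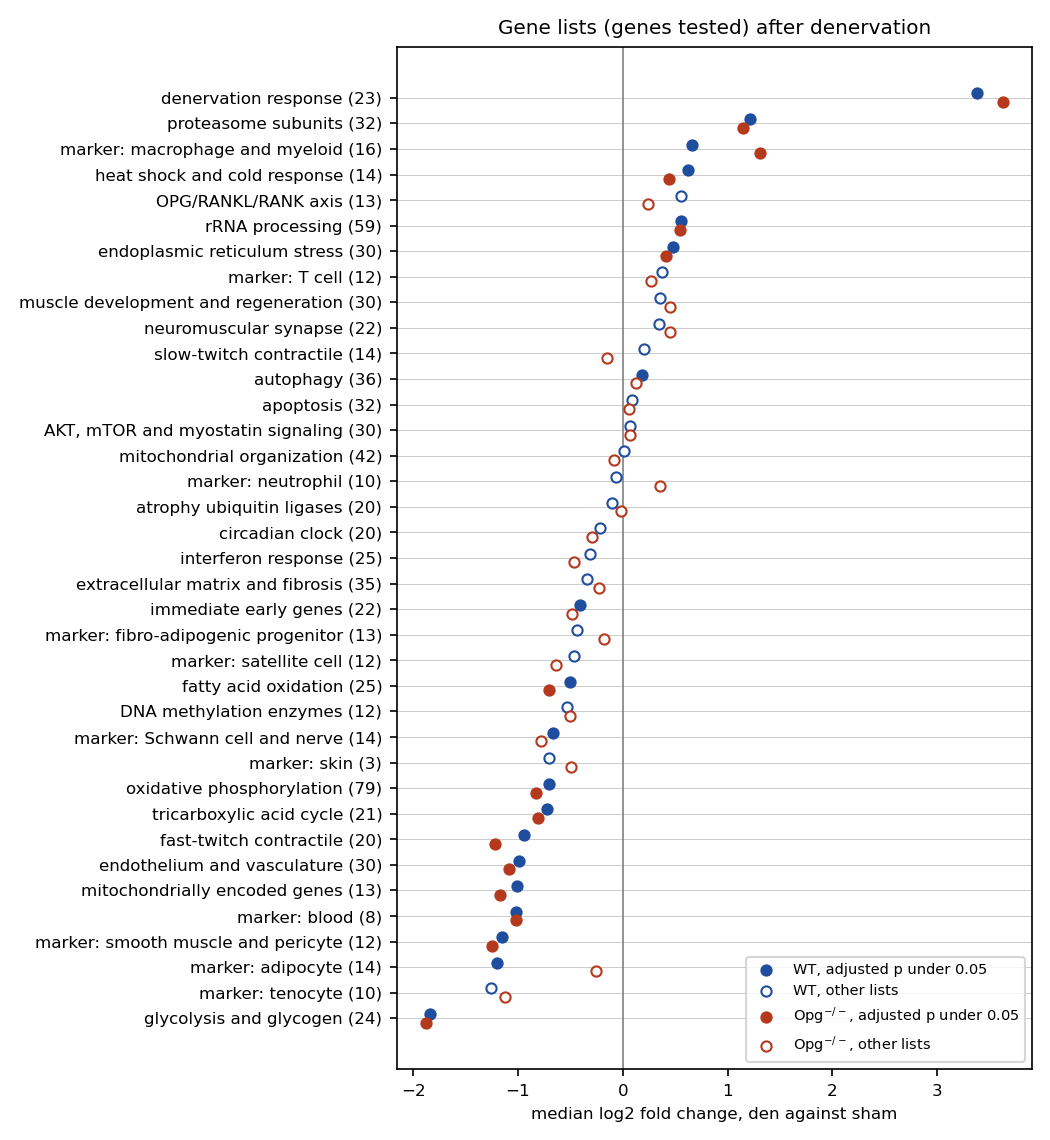
Median log2 fold change of den against sham (x axis) for the 37 gene lists (y axis, with the number of genes tested) in WT and Opg−/− mice. Filled points had a camera adjusted p under 0.05 with the preset correlation of 0.01 between genes. Proteasome subunits lie at 1.21 and 1.15, and glycolysis at −1.84 and −1.88.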

Upregulated pathways were mainly involved in rRNA processing, endoplasmic reticulum stress, ubiquitin-dependent catabolic process, apoptotic signaling pathway, neuron death, muscle organ development and autophagy in both WT and *Opg* ^*−/−*^ mice (Figure 5C). Downregulated pathways involved synapse organization, vasculature development, oxidative phosphorylation, muscle system process and mitochondrion organization in both WT and *Opg* ^*−/−*^ mice (Figure 5C). 

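Gene lists of energy metabolism and of blood vessels fell in both genotypes. Of 79 nuclear genes of oxidative phosphorylation, 73 fell and 1 rose in WT (median log2 fold change −0.70, camera adjusted p = 7.9e-21, adjusted p = 0.32 with an estimated correlation). In Opg−/− mice 75 fell and none rose (median −0.83, adjusted p = 1.2e-25, adjusted p = 0.25 with an estimated correlation). Cox7a1, the muscle form of a cytochrome c oxidase subunit (ENSMUSG00000074218, chromosome 7, 30184144 to 30186078), went from 2077 ± 170 (SD, n = 4) to 434.5 ± 83.1 (SD, n = 5) in WT and from 2283 ± 285 (SD, n = 5) to 450.2 ± 96.0 (SD, n = 5) in Opg−/− mice. All 13 mitochondrially encoded genes also fell, with medians of −1.01 and −1.17 (adjusted p = 1.9e-07 and 2.4e-08, adjusted p = 0.26 and 0.23 with an estimated correlation). Of 30 genes of endothelium and vasculature, 28 fell and none rose in either genotype, with medians of −0.99 in WT and −1.09 in Opg−/− mice (adjusted p = 6.1e-12 and 8.3e-13, adjusted p = 0.16 and 0.18 with an estimated correlation). Vegfa, a growth factor of vessels, went from 4912 ± 390 (SD, n = 4) to 1407 ± 105 (SD, n = 5) in WT muscle.
Of 24 genes of glycolysis and glycogen, 20 fell in WT and 21 in Opg−/− mice, with medians of −1.84 and −1.88 (adjusted p = 1.6e-15 and 5.1e-15, adjusted p = 0.16 and 0.18 with an estimated correlation), and 1 rose in each. Eno3, muscle enolase, fell from 104600 ± 9350 (SD, n = 4) to 5592 ± 627 (SD, n = 5) in WT. The tricarboxylic acid cycle (19 of 21 genes lower in WT, 20 in Opg−/− mice, medians −0.72 and −0.81, adjusted p = 5.3e-11 and 6.9e-13, adjusted p = 0.26 and 0.21 with an estimated correlation) and fatty acid oxidation (19 and 21 of 25 lower, medians −0.50 and −0.70, adjusted p = 8.5e-07 and 1.3e-08, adjusted p = 0.33 and 0.25 with an estimated correlation) fell as well. In the muscle system, 14 of 20 fast-twitch contractile genes fell and 3 rose in WT (median −0.94, adjusted p = 0.00011, adjusted p = 0.40 with an estimated correlation). In Opg−/− mice 17 fell and 1 rose (median −1.22, adjusted p = 8e-07, adjusted p = 0.32 with an estimated correlation).
Mitochondrial organization and the neuromuscular synapse did not pass the test as lists. Of 42 genes of mitochondrial organization, 15 fell and 12 rose in WT (adjusted p = 0.37) and 17 fell and 11 rose in Opg−/− mice (adjusted p = 0.098). Esrra, a nuclear receptor of mitochondrial genes, had log2 fold changes of −1.24 and −1.34 (standard errors 0.07 and 0.07, adjusted p = 6.36e-15 and 2.61e-16 from limma). Of 22 genes of the neuromuscular synapse, 11 rose and 9 fell in WT (adjusted p = 0.24) and 12 rose and 8 fell in Opg−/− mice (adjusted p = 0.18): Chrna1 and Chrnd, receptor subunits, rose, and Ache, acetylcholinesterase, fell from 1326 ± 64.3 (SD, n = 4) to 149.1 ± 44.4 (SD, n = 5) in WT. Adjusted over the list alone, the counts were the same apart from the tricarboxylic acid cycle (20 down in WT), fatty acid oxidation (21 down in WT, 2 up in Opg−/− mice), fast-twitch genes (16 down in WT), mitochondrial organization (19 down in Opg−/− mice) and the synapse (9 down in Opg−/− mice). Smooth muscle and pericyte markers fell beside the vessel genes, 10 of 12 in each genotype with 2 higher (medians −1.15 and −1.25, adjusted p = 0.00073 and 0.00026, adjusted p = 0.26 and 0.21 with an estimated correlation). Scaling the libraries to equal totals, chosen after seeing the data, moved the medians of WT and Opg−/− mice up. They became −0.40 and −0.38 for oxidative phosphorylation, −0.71 and −0.71 for mitochondrially encoded genes, −0.41 and −0.36 for the tricarboxylic acid cycle and −0.20 and −0.25 for fatty acid oxidation. The others were −1.54 and −1.43 for glycolysis, −0.68 and −0.64 for vessel genes, −0.85 and −0.80 for smooth muscle markers and −0.64 and −0.76 for fast-twitch genes. Mitochondrial organization went from 0.01 and −0.08 to 0.32 and 0.37, and the synapse from 0.35 and 0.45 to 0.66 and 0.90.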

There was no significant difference in terms of the GO terms. However, we did find some genes associated with muscle function differentially expressed between WT den group and *Opg* ^*−/−*^ den group, *Inpp5k*, *Deptor*, *Rbm3* and *Tet2*, and performed further validation using qRT-PCR (Figures 5D, E). 

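The gene groups behind the denervation response lay close to 0 between Opg−/− den and WT den muscle, and 3 other lists passed camera with the preset correlation. The median log2 fold change was 0.00 for the 32 proteasome subunits, 0.01 for 59 genes of rRNA processing, 0.00 for 79 genes of oxidative phosphorylation and −0.02 for 30 genes of endothelium and vasculature (camera, adjusted p = 0.97, 0.88, 0.97 and 0.64). As lists, slow-twitch contractile genes ranked lower in Opg−/− den muscle (median −0.23 over 14 genes, adjusted p = 0.008) and markers of Schwann cells and nerve (0.58 over 14 genes, adjusted p = 0.008) and of adipocytes (0.19 over 14 genes, adjusted p = 0.048) ranked higher. None of their genes was called over all genes, and adjusted over the list alone 1 slow-twitch gene was lower. All 3 lists had an adjusted p = 0.99 with an estimated correlation, and fry called none of the 37 lists.
The lists of the paper's own genes held 3 single calls among their members: Tet2 of 12 DNA methylation enzymes (adjusted p = 0.70 for the list), Deptor of 30 genes of AKT, mTOR and myostatin signaling (0.97) and Rbm3 of 14 heat shock and cold response genes (0.075). In the interaction of genotype and denervation, 14 of 37 lists passed camera with the preset correlation and 0 with an estimated correlation (the smallest adjusted p was 0.69) or with fry.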

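Few genes differed between the denervated muscles of the 2 genotypes, and Deptor, Rbm3 and Tet2 were among them. Of the 17948 genes tested, 4 were DEGs in limma, 3 higher and 1 lower in Opg−/− den muscle, and 11 passed the adjusted p alone, 6 higher and 5 lower. The paper's 3 genes were called at smaller changes than the DEG threshold: Deptor at a log2 fold change of −0.75, Tet2 at 0.51 and Rbm3 at 0.49, while Inpp5k stood at 0.28 (adjusted p = 0.283 from limma). Grb10, an adaptor that binds insulin and IGF1 receptors (ENSMUSG00000020176, chromosome 11, 11930508 to 12038683), was 1583 ± 348 (SD, n = 5) in WT den and 2505 ± 203 (SD, n = 5) in Opg−/− den muscle, a log2 fold change of 0.69 (standard error 0.11, adjusted p = 0.00997 from limma).
The 4 DEGs, named after their values were seen, were Sqle, an enzyme of cholesterol synthesis (log2 fold change 1.15), Tomt, a methyltransferase needed for hearing (2.32), the predicted gene Gm16867 (1.29) and Nbea, a neuronal scaffold protein (−1.23). Nbea overlaps another gene in 3.3% of its exon length and Gm16867 in 37%. Grb10 lost its call without Opg−/− den replicate 2 (adjusted p = 0.0501) and with the den groups fitted alone (adjusted p = 0.114). The count of 4 became 7 with limma voom on recovered reads, chosen after seeing the data, and 2 to 6 when a single library was left out. At an unadjusted p under 0.05, 1237 genes differed.

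**Figure D4:**
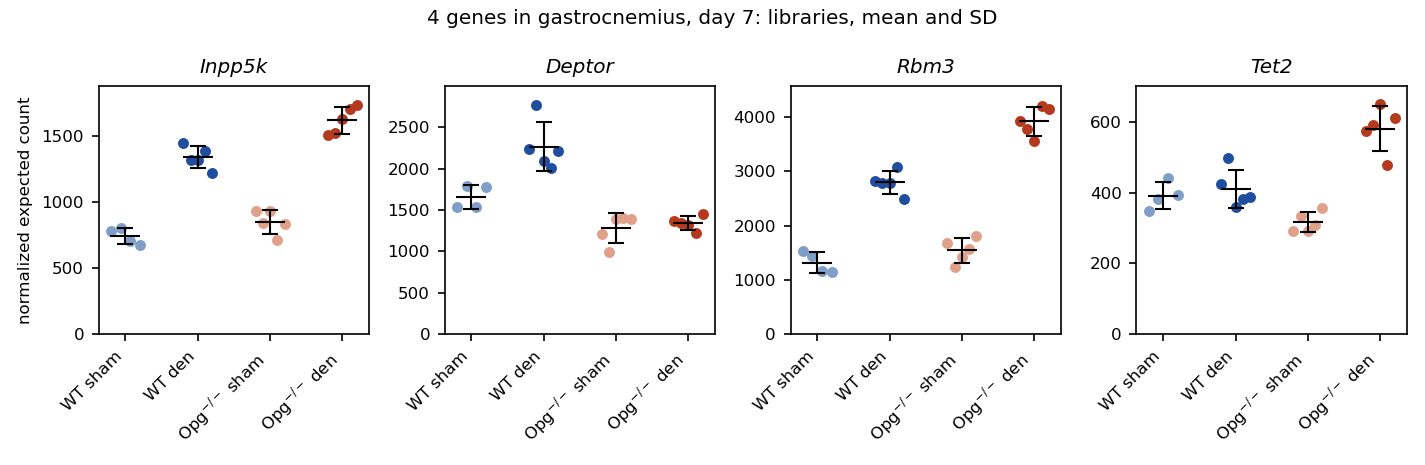
Normalized expected counts of Inpp5k, Deptor, Rbm3 and Tet2 (y axis, from 0) in each library of the 4 groups (x axis), with the mean as a bar and the SD as whiskers (n = 4 in WT sham, n = 5 elsewhere). WT sham 1 and 2 are a single averaged point. In the den groups, every Opg−/− library lies above every WT library for Inpp5k and Rbm3 and below for Deptor, and the groups overlap for Tet2.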

We found that the expression of *Inpp5k* and *Rbm3* increased upon denervation in both WT and *Opg* ^*−/−*^ mice; however, *Opg* ^*−/−*^ mice showed higher expression levels (Figure 5D), which exerted protective effects against muscle atrophy (Hettinger et al., 2021; McGrath et al., 2021). In addition, *Deptor* expression was only elevated in WT mice (Figure 5D), knockdown of which could ameliorate disused muscle atrophy (Kazi et al., 2011). 

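Both Inpp5k and Rbm3 rose upon denervation in each genotype, and both stood higher in Opg−/− than in WT den muscle. Inpp5k, an inositol phosphatase (ENSMUSG00000006127, chromosome 11, 75630988 to 75648871), went from 743.5 ± 60.4 (SD, n = 4) to 1341 ± 83.5 (SD, n = 5) in WT and from 854.0 ± 90.6 (SD, n = 5) to 1624 ± 103 (SD, n = 5) in Opg−/− mice. Rbm3, a cold-induced RNA-binding protein (ENSMUSG00000031167, chromosome X, 8138975 to 8145880), went from 1316 ± 191 (SD, n = 4) to 2797 ± 212 (SD, n = 5) and from 1543 ± 227 (SD, n = 5) to 3920 ± 268 (SD, n = 5).
The log2 fold changes upon denervation were 0.85 in WT and 0.93 in Opg−/− mice for Inpp5k (standard errors 0.08, adjusted p = 2.94e-10 and 1.14e-11 from limma), and 1.09 and 1.35 for Rbm3 (standard errors 0.10 and 0.09, adjusted p = 1.92e-10 and 5.86e-13 from limma). Between the den groups, Rbm3 was higher in Opg−/− mice by a log2 fold change of 0.49 (standard error 0.09, adjusted p = 0.026 from limma). For Inpp5k the difference was 0.28 (standard error 0.08), which limma did not call over all genes (adjusted p = 0.283). In an exact permutation test of the single genes, two-sided and adjusted over 4 genes and 4 comparisons (16 tests), both passed (p = 0.00794, the smallest that 5 against 5 allow, adjusted p = 0.0212), since all 5 Opg−/− den libraries lay above all 5 WT den libraries. The paper chose its 4 genes from these same libraries, and adjusting over 16 tests does not allow for that choice. In den muscle, 263 of the 17948 genes tested lay wholly apart by genotype, where chance gives 142.4. The increase upon denervation itself was not shown to differ between the genotypes (interaction, adjusted p = 0.891 for Inpp5k and 0.711 for Rbm3 from limma). In sham muscle neither gene differed (log2 fold changes 0.20 and 0.23, adjusted p = 0.336 and 0.363 from limma). The limma call of Rbm3 between the den groups was lost in 8 of 10 fits that left out a single den library (adjusted p up to 0.117) and without the filter on low values (adjusted p = 0.0525).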

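Deptor, an inhibitor of mTOR (ENSMUSG00000022419, chromosome 15, 55112317 to 55259271), rose upon denervation in WT muscle, from 1659 ± 144 (SD, n = 4) to 2264 ± 295 (SD, n = 5). In Opg−/− muscle it was 1278 ± 180 (SD, n = 5) in the sham group and 1340 ± 86.9 (SD, n = 5) in the den group. It was thus lower in Opg−/− than in WT mice after denervation, and its level in Opg−/− sham muscle also lay below that in WT sham muscle.
The log2 fold change upon denervation was 0.44 in WT (standard error 0.10, adjusted p = 0.000299 from limma) and 0.08 in Opg−/− mice (standard error 0.09, adjusted p = 0.494 from limma), and the difference between these responses did not pass the test (interaction −0.37, standard error 0.13, adjusted p = 0.628 from limma). With libraries scaled to equal totals, chosen after seeing the data, Deptor was also called in Opg−/− mice at 0.53 (adjusted p = 0.00036), close to the shift of the median gene under that scaling. Between the den groups the log2 fold change was −0.75 (standard error 0.09, adjusted p = 0.000123 from limma, exact permutation test, p = 0.00794). In sham muscle it was −0.38 (standard error 0.10, adjusted p = 0.118 from limma), with all 5 Opg−/− libraries below all 4 WT libraries (exact permutation test, p = 0.0159, adjusted p = 0.0231 over the 16 tests). Deptor lies within 1 Mb of Tnfrsf11b. Of the 61 other genes tested within 10 Mb of Tnfrsf11b, Deptor left out, 2 were called between the den groups (Med30 and Sqle), against 8 of 17885 elsewhere (Fisher's exact test, two-sided, p = 0.000503). Within 5 Mb it was 1 of 43 (Fisher's exact test, p = 0.0237), and with equal totals 1 of 61 (Fisher's exact test, p = 0.0368). For genes called in either limb, Fisher's exact test gave p = 0.00406 within 10 Mb, 0.065 within 5 Mb and 0.139 within 10 Mb with equal totals. Between the sham groups limma called 0 of the 61 and 19 elsewhere (voom called 4 genes in all, and 2146 of all genes had an unadjusted p under 0.05), so few that 0 of 61 is no evidence either way. Of 4 neighbors followed singly after their values were seen, 3 differed between the sham groups in the direction of den muscle: Sqle (log2 difference 0.71, exact permutation test, p = 0.0159), Washc5 (0.27, p = 0.0159) and Med30 (−0.48, p = 0.0476), not adjusted. Zhx2 did not (0.14, exact permutation test, p = 0.254). Because these 4 neighbors were picked by their values, their tests are no independent support for an effect near Tnfrsf11b. Fbxo32, a gene of the paper that lies in the same 10 Mb window, did not differ between the sham groups (0.25, exact permutation test, p = 0.333). The paper reads these genes with earlier reports: it gives Inpp5k and Rbm3, higher in Opg−/− mice, protective effects against muscle atrophy, and for Deptor, elevated in WT mice, it cites that knockdown ameliorated disuse atrophy.

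**Figure D5:**
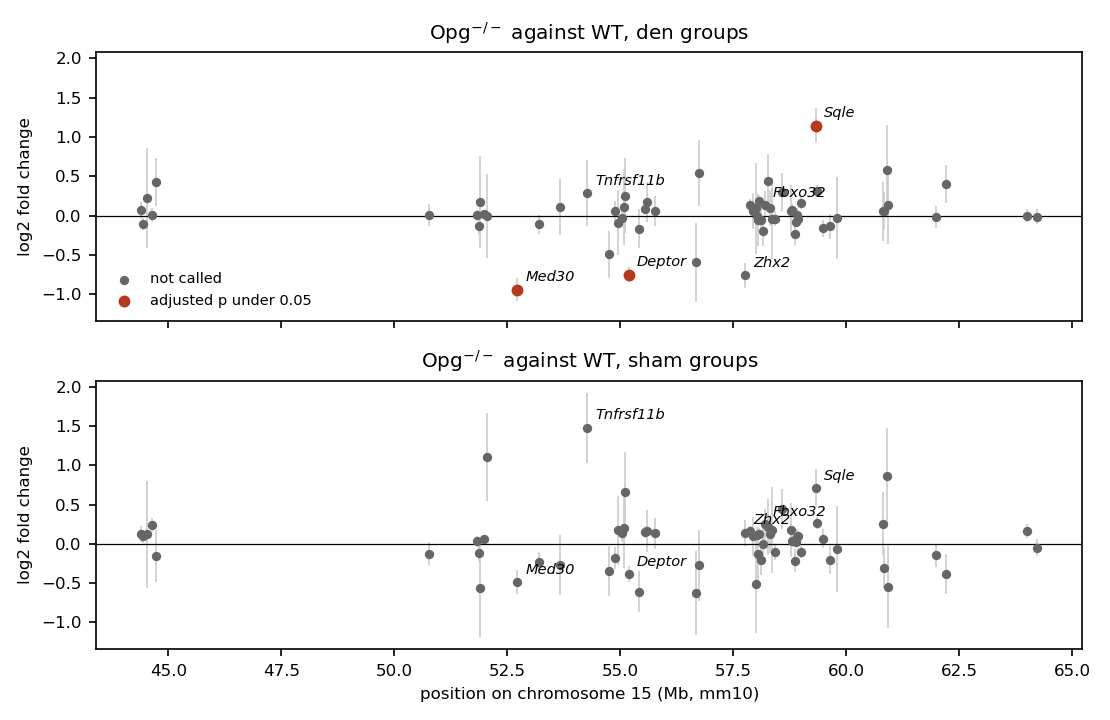
Log2 fold change of Opg−/− against WT (y axis, with the standard error as a line) for the genes tested within 10 Mb of Tnfrsf11b, by position on chromosome 15 (x axis, mm10), in the den groups (upper panel) and the sham groups (lower panel). Deptor, Med30 and Sqle are called between the den groups and no gene between the sham groups.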

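Tet2, which encodes an enzyme that oxidizes methylated cytosine (ENSMUSG00000040943, chromosome 3, 133463679 to 133545139), was 391.2 ± 37.9 (SD, n = 4) in WT sham and 409.9 ± 54.6 (SD, n = 5) in WT den muscle. In Opg−/− mice it rose from 316.5 ± 28.3 (SD, n = 5) to 581.2 ± 64.3 (SD, n = 5), so that it stood below WT in sham muscle and above WT in den muscle. Among the other DNA methylation enzymes, Tet3 had a log2 fold change of −1.12 in WT muscle upon denervation (standard error 0.10, adjusted p = 3.01e-10 from limma).
The log2 fold change of Tet2 upon denervation was 0.06 in WT (standard error 0.10, adjusted p = 0.635 from limma) and 0.87 in Opg−/− mice (standard error 0.10, adjusted p = 4.79e-09 from limma, all 5 den libraries above all 5 sham libraries, exact permutation test, p = 0.00794). The difference between the 2 responses was 0.81 (standard error 0.14, adjusted p = 0.047 from limma), and in this fit, which has no block, Tet2 was the 1 gene of 17948 whose interaction passed the adjusted p. Between the den groups the log2 fold change was 0.51 (standard error 0.10, adjusted p = 0.0221 from limma, exact permutation test, p = 0.0159, adjusted p = 0.0231 over 16 tests). Between the sham groups it was −0.30 (standard error 0.10, adjusted p = 0.244 from limma, exact permutation test, adjusted p = 0.0423). The interaction call was lost in 14 of 19 fits that left out a single library (adjusted p up to 0.165) and in 4 other settings. Of 100 splits of the libraries, the real one included, 7 had at least 1 interaction call, so chance is not excluded. The call between the den groups was lost in 8 of 10 fits that left out a single den library (adjusted p up to 0.105). It was also lost without a filter, with the den groups fitted alone and with equal library totals. With libraries scaled to equal totals, chosen after seeing the data, Tet2 was also called in WT muscle, at 0.37 (adjusted p = 0.00849), where the median gene shifted by 0.265.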

More importantly, the expression of *Tet2,* coding for an important DNA demethylase (Ostriker et al., 2021; Wang et al., 2021; Zhang et al., 2022), only increased in denervated *Opg* ^*−/−*^ mice (Figure 5D) Therefore, we speculated that TET2 might regulate the key transcription factors to further exert protective effects on muscles.

**FIGURE 5:**
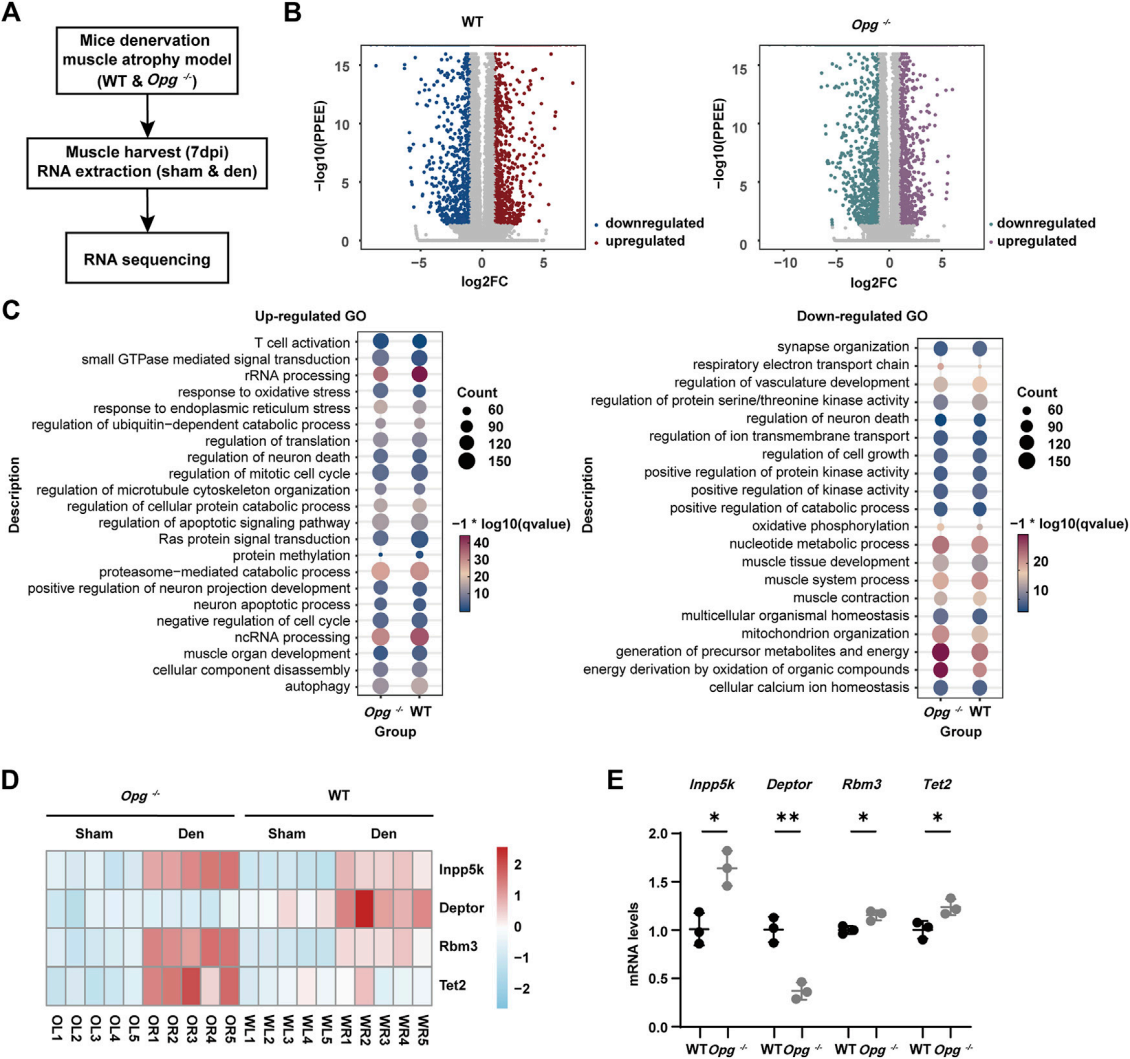
Effect of *Opg* knockout on the transcriptome of denervated GAS muscle. **(A)** Schematic of the experimental procedure for transcriptome sequencing and the identification of the differentially expressed genes in denervated muscle due to *Opg* knockout. **(B)** Volcano plot visualizing upregulated or downregulated genes after denervation in WT mice and *Opg* ^*−/−*^ mice. **(C)** Gene ontology analysis of upregulated or downregulated genes after denervation in WT and *Opg* ^*−/−*^ mice. **(D)** Heatmap showing the selected differentially expressed genes of WT and *Opg* ^*−/−*^ mice after denervation. **(E)** The mRNA expression of *Inpp5k*, *Deptor*, *Rbm3* and *Tet2* determined using qRT-PCR in gastrocnemius muscles of WT and *Opg* ^*−/−*^ mice 7 days after denervation. *n* = 5/group. Data are represented as the mean ± SD. ∗*p* < 0.05, ∗∗*p* < 0.01.

### 3.6 *Opg* knockout upregulated TET2 expression in differentiated SCs

We sorted primary SCs from WT and *Opg* ^*−/−*^ mice *via* FACS to explore the effects of *Opg* knockout. According to previous report, we harvested hindlimb muscles from 6-week-old male WT and *Opg* ^*−/−*^ mice and obtained α7-integrin^+^, 7-AAD^-^ and Lin^−^ (CD11b/CD31/CD45/Sca1) SCs (Supplementary Figure S4) (Ryall et al., 2015). First, we evaluated the proliferation ability of SCs from WT and *Opg* ^*−/−*^ mice using EdU staining and found that the number of EdU^+^ cells in WT mice was significantly higher than that in *Opg* ^*−/−*^ mice, suggesting that *Opg* knockout inhibited cell proliferation (Figures 6A, B), which was reported that OPG was a potent mitogen (Arnold et al., 2019). Moreover, we evaluated the differentiation ability of SCs *via* myotube staining and found that *Opg* knockout SCs showed better differentiation ability, as evidenced by a higher differentiation index and fusion index compared to WT SCs (Figures 6C–F). Lastly, we verified the expression of *Tet2* during SCs differentiation and found the increasing expression of *Tet2* in SCs differentiation and *Opg* ^*−/−*^ SCs had higher *Tet2* expression than WT ones (Figures 6G, H). In general, OPG deficiency inhibited SC proliferation and promoted SC differentiation accompanied by higher *Tet2* expression.

**FIGURE 6:**
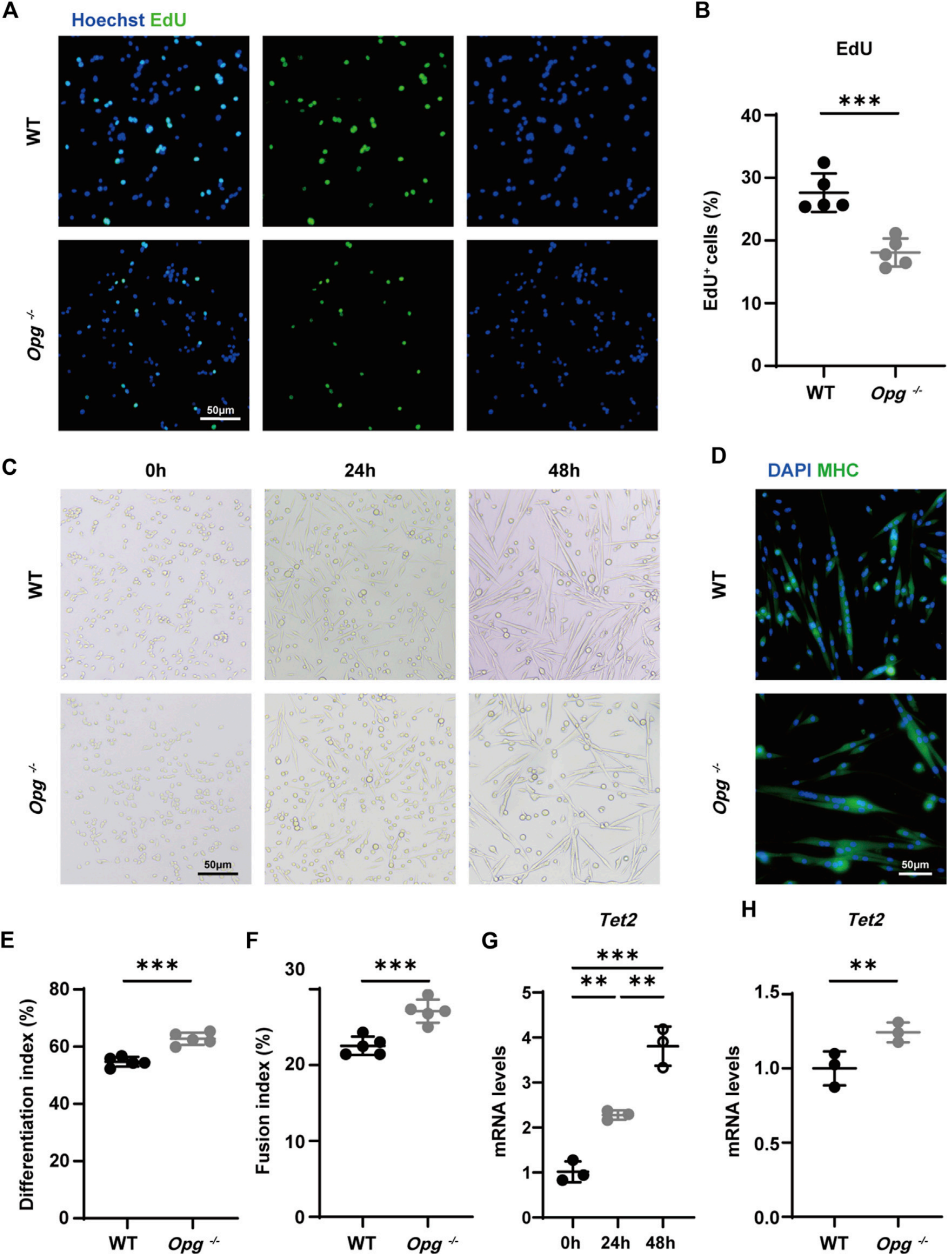
*Opg* knockout upregulated TET2 expression in differentiated SCs. **(A, B)** Representative immunofluorescence images **(A)** and quantification **(B)** of EdU to evaluate the proliferation ability of SCs obtained from WT and *Opg* ^*−/−*^ mice. Scale bar 50 μm. **(C)** Representative bright field images of WT and *Opg* ^*−/−*^ SCs differentiation at indicated time points. Scale bar 50 μm. **(D)** Representative immunofluorescence images of MHC-stained myotubes 48 h after the induction of differentiation. Scale bar 50 μm. **(E, F)** Differentiation index **(E)** and fusion index **(F)** to evaluate the differentiation ability of SCs of the indicated groups. **(G)** The mRNA expression of *Tet2* determined using qRT-PCR in differentiated WT SCs. **(H)** The mRNA expression of *Tet2* determined using qRT-PCR for the indicated groups 48 h after induction of differentiation. *n* = 3–5/group. Data are represented as the mean ± SD. ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

## 4 Discussion

The role of the OPG/RANKL/RANK axis in bone metabolism has been well elucidated, but its function in muscles has not been fully characterized. Previous studies have preliminarily explored the effects of the OPG/RANKL/RANK pathway on muscle and suggest that *Opg* knockout mice with high RANKL level exhibit selective muscle atrophy, and anti-RNAKL, RANK deletion and OPG-Fc treatments alleviate muscle atrophy in *mdx* dystrophic mice (Dufresne et al., 2018; Hamoudi et al., 2020). Therefore, we infer that OPG deficiency and high RANKL expression may aggravate muscle atrophy and harm muscle function in denervated *Opg* knockout mice. Intriguingly, our results show the opposite tendency that *Opg* knockout delays denervated muscle atrophy and decreases muscle fibrosis, as evidenced by the higher wet weight ratio and lower fibrotic area in *Opg* knockout mice compared to WT mice. Regardless of denervation, *Opg* knockout mice exhibit undergoing muscle atrophy and lower CSA of GAS than WT mice, whereas the CSA of *Opg* knockout mice is comparable with WT mice after denervation (Figure 2E) indicating that *Opg* knockout indeed exerts potential protective effects on denervated muscle atrophy.

The different outcomes of the OPG/RANKL/RANK axis in animal models may reflect the different role of this axis under various physiological and pathological conditions. For example, the selective inhibition of RANKL in hematopoietic cells improves myocardial infarction outcome (Slavic et al., 2018). Conversely, increased RANKL/RANK signaling in *Opg* ^*−/−*^ mice and recombinant RANKL treatment reduce the ischemic brain infarct volume and brain edema (Shimamura et al., 2014). Moreover, RANKL treatment before ischemia or at reperfusion protects against hepatic ischemia/reperfusion injury *via* hepatocyte NF-κB activation (Sakai et al., 2012). And RANKL partial peptide protects against bleomycin-induced pulmonary fibrosis (Ju et al., 2022). Consequently, it is reasonable that the role of the OPG/RANKL/RANK axis may depend on muscle research models. Previous studies mainly focus on muscle development, muscle injury and inherited muscular atrophy, such as cardiotoxin-induced muscle injury and *mdx* muscular dystrophy model, which rely on muscle growth, muscle injury and regeneration mechanisms (Bouredji et al., 2021; Hamoudi et al., 2020). However, few studies focus on the role of the OPG/RANKL/RANK axis in secondary muscle atrophy by different stimulus, such as glucocorticoid, cancer cachexia, malnutrition, denervation, immobilization and hindlimb suspension. Studies show that despite of the same muscle atrophy outcome, different molecular mechanisms and largely different mRNA and protein changes are associated with distinct modes of skeletal muscle atrophy (Bonaldo and Sandri, 2013; Hunt et al., 2021). For example, PI3K/AKT/mTOR pathway is important for muscle protein synthesis. mTOR activation alleviates glucocorticoid-induced muscle atrophy and prevents muscle atrophy during immobilization, whereas denervation-induced atrophy is not dependent upon the activation of AKT and mTOR and is not rescued by myostatin inhibition (Bonaldo and Sandri, 2013; MacDonald et al., 2014; You et al., 2015). Also, studies show that the activation of mTOR signaling during denervation increases catabolic signaling events, but activation of mTOR signaling during immobilization exerts anabolic effect on protein synthesis (You et al., 2015). Moreover, ceramide accumulation and lipid raft disruption after hindlimb suspension are atrophy-promoting early events, whereas denervation can increase lipid raft formation and integrity (Bryndina et al., 2021). Furthermore, an important protein degradation mechanism, autophagy decreases in aging, *mdx* muscular dystrophy and collagen VI-null mice model, whereas autophagy is activated in denervation and immobilization (Chrisam et al., 2015; Yang et al., 2018). In general, different stimulus induce muscle atrophy *via* different mechanisms and denervated muscle atrophy is involved in increased protein degradation, increased oxidative stress, activated autophagy, mitochondrial dysfunction, lasting inflammation and fibrosis (Rebolledo et al., 2019), which complement the function of the OPG/RANKL/RANK axis in muscles from a different perspective by modeling denervation-induced muscle atrophy. Similarly, Dufresne *et al.* show that RANK deletion promotes atrophy in denervated extensor digitorum longus muscles (Dufresne et al., 2016), indicating that RANKL inactivity exacerbates muscle atrophy during denervation. In our experiment, OPG deficiency and high RANKL expression delayed denervated muscle atrophy.

Our transcriptome sequencing analysis suggested that denervation mainly increased endoplasmic reticulum stress, ubiquitin-dependent catabolic processes and autophagy and significantly decreased vasculature development and mitochondrial organization. We found some interesting DEGs in the comparison between denervated GAS in *Opg* ^*−/−*^ mice and WT mice, such as *Inpp5k*, *Deptor*, *Rbm3* and *Tet2*. Previous reports suggest that suppressed autophagy causes skeletal muscle disease in *Inpp5k* ^*−/−*^ mice and *Deptor* knockdown ameliorates disused muscle atrophy (Kazi et al., 2011; McGrath et al., 2021). RBM3 exerts protective effects on skeletal muscle, attenuates atrophy and induces hypertrophy (Ferry et al., 2011; Hettinger et al., 2021; Van Pelt et al., 2018). More importantly, TET2 is an important DNA demethylase engaging in various biological processes (Wang et al., 2021). For example, TET2 has been proven to protect against smooth muscle cell apoptosis and mediate smooth cell differentiation (Ostriker et al., 2021; Zhang et al., 2022). TET2 loss impairs muscle morphology and causes severe regeneration defects. TET2 is also necessary for the proliferation and differentiation of muscle stem cells (Wang et al., 2021; Zhang et al., 2022). Other studies have shown increased expression of TET2 during RANKL-induced osteoclast differentiation (Yang et al., 2022). In our study, we reported higher expression levels of *Tet2* in *Opg* ^*−/−*^ mice after denervation and differentiated SC cells from *Opg* ^*−/−*^ mice. Therefore, we speculate that TET2 induces epigenetic modification of transcription factors, which may exert a protective effect in denervated muscles. Details of the interaction between *Opg* knockout, TET2 and target genes have not yet been directly investigated but will be the focus of future research.

In addition to delayed muscle atrophy, we also showed that *Opg* knockout decreased muscle fibrosis during denervation, an important muscle degeneration phenotype which usually emerge in aging people. Though lacking in-depth exploration in our study, Wang *et al.* confirm that RANKL binds to RANK on macrophages and initiates the extracellular matrix degradation, whereas increased OPG levels in fibrotic tissues inhibit this process (Wang et al., 2019). In this manuscript, our results reveal the impact of the OPG/RANKL/RANK pathway dysfunction on denervated muscle atrophy and indicate that it may be a promising novel target of muscle degeneration. Moreover, the effects of *Opg* knockout and high RANKL on muscle highlight the potential side effects or common therapeutic effects of RANKL inhibitors in clinical use, such as the association between muscle fibrosis and RANKL inhibitors. Furthermore, the systematic effects of RANKL inhibitors are also worthy of comprehensive research, especially in the most common degenerative organs of older people, such as the lungs, liver and heart. In summary, this study explored the novel role of OPG/RANKL/RANK pathway in muscle and revealed that *Opg* knockout delayed denervated muscle atrophy and upregulated *Tet2* expression in GAS muscles.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number (s) can be found in the article/Supplementary Material.

# Supplementary material for: Delayed denervation-induced muscle atrophy in Opg knockout mice
**Source:** Front Physiol. 2023 Feb 22;14:1127474. doi: 10.3389/fphys.2023.1127474

WT				<i>Opg</i> ^{-/-}				
Sham	Den			Sham	Den			
	3	7	14		3	7	14	(Days)

35

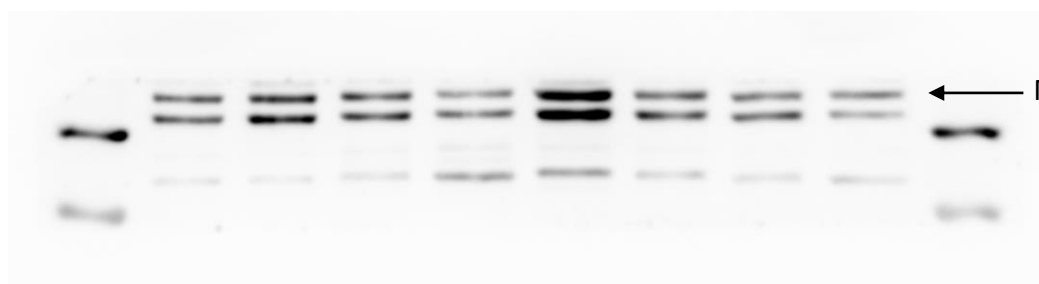

← MuRF-1

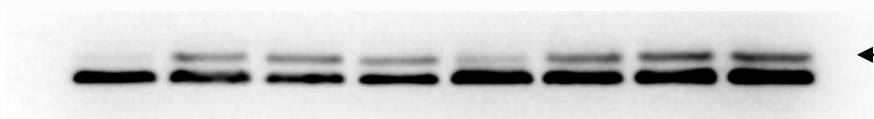

← Atrogin-1

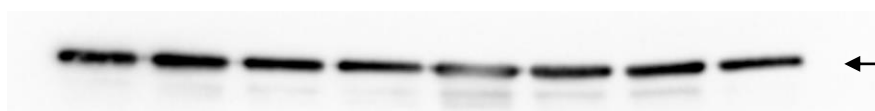

← GAPDH

WT				<i>Opg</i> ^{-/-}				
Sham	Den			Sham	Den			(Days)
	3	7	14		3	7	14	

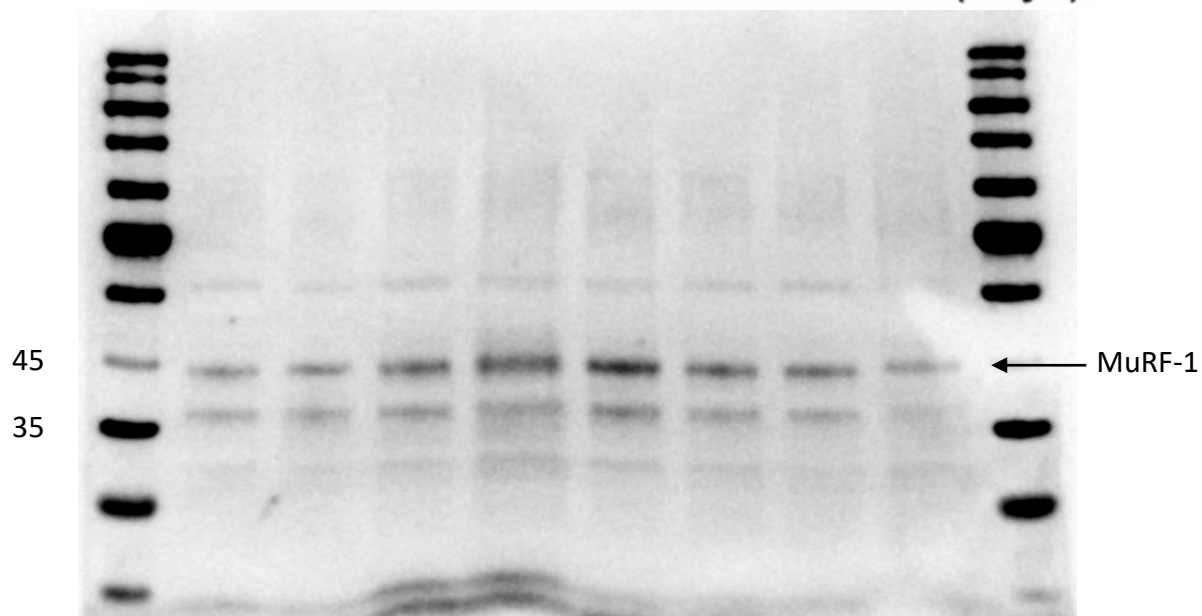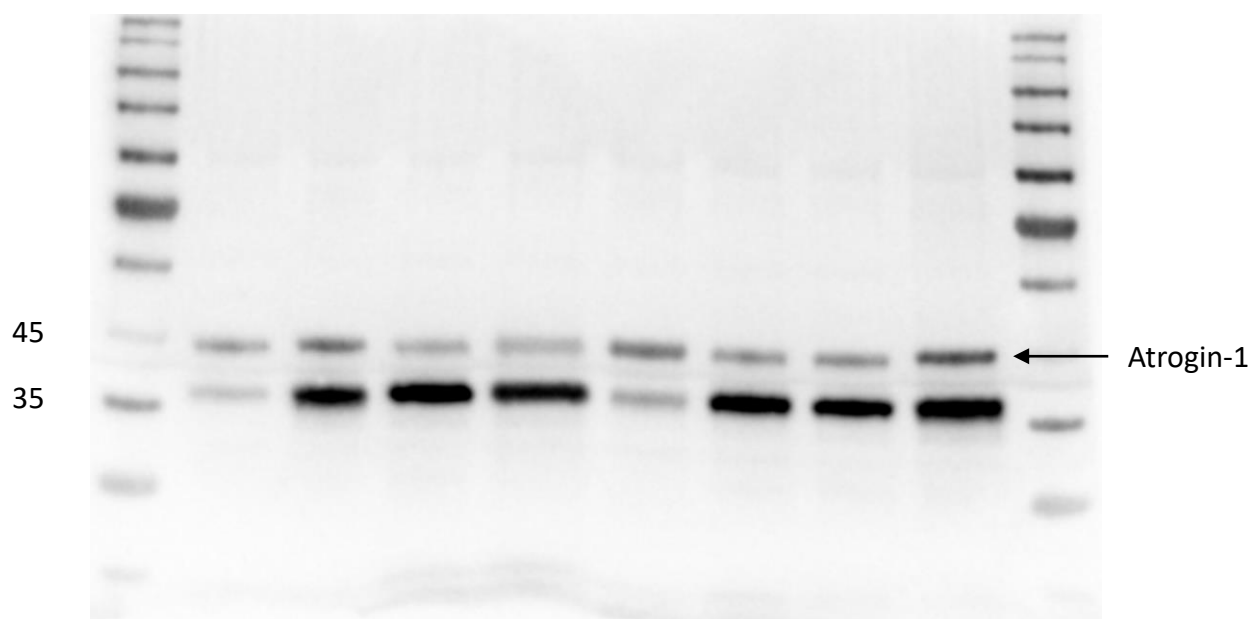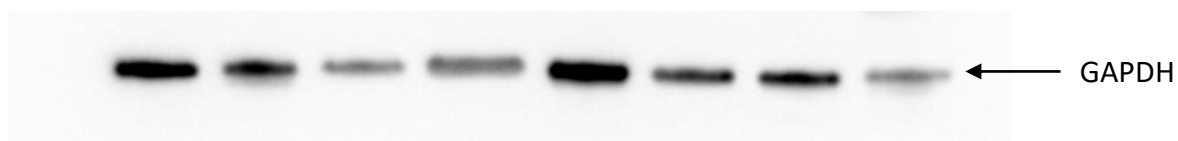

WT				<i>Opg</i> ^{-/-}				
Sham	Den			Sham	Den			(Days)
	3	7	14		3	7	14	

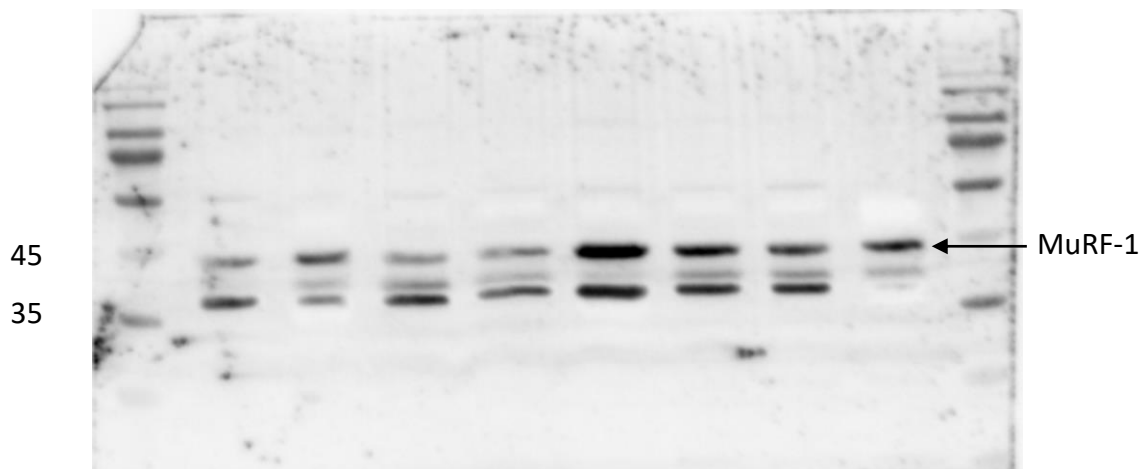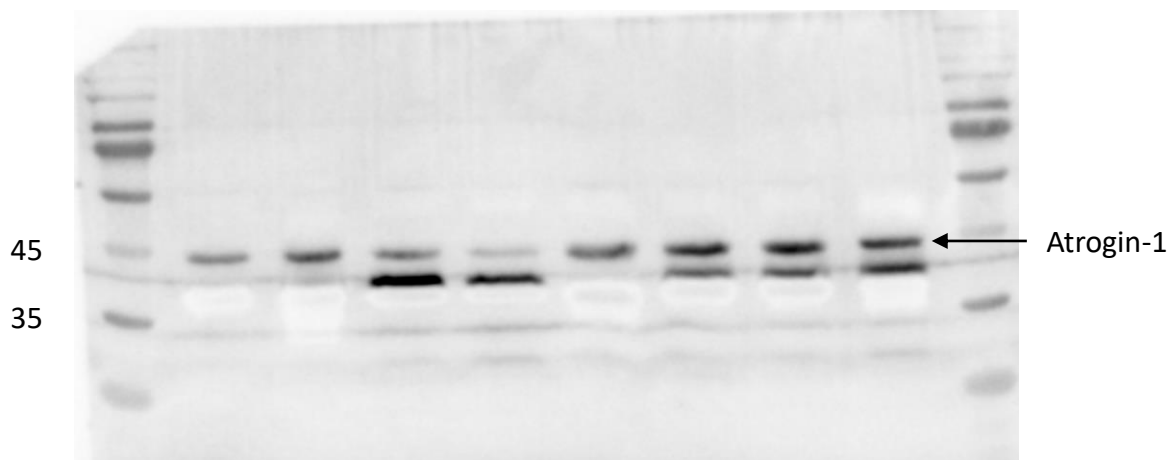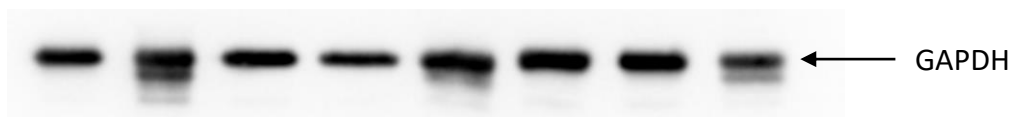

**Supplement:** Supplementary file 1

# Supplementary material for: Delayed denervation-induced muscle atrophy in Opg knockout mice
**Source:** Front Physiol. 2023 Feb 22;14:1127474. doi: 10.3389/fphys.2023.1127474
**Supplement:** Supplementary file 2

Supplementary Material

Delayed denervation-induced muscle atrophy in *Opg* knockout mice

**Mingming Zhang^†^, Ming Chen^†^, Yi Li, Man Rao, Duanyang Wang, Zhongqi Wang, Licheng Zhang**^*^**, Pengbin Yin**^*^**, Peifu Tang**

^†^These authors contributed equally to this work.

Pengbin Yin

# Supplementary Figures

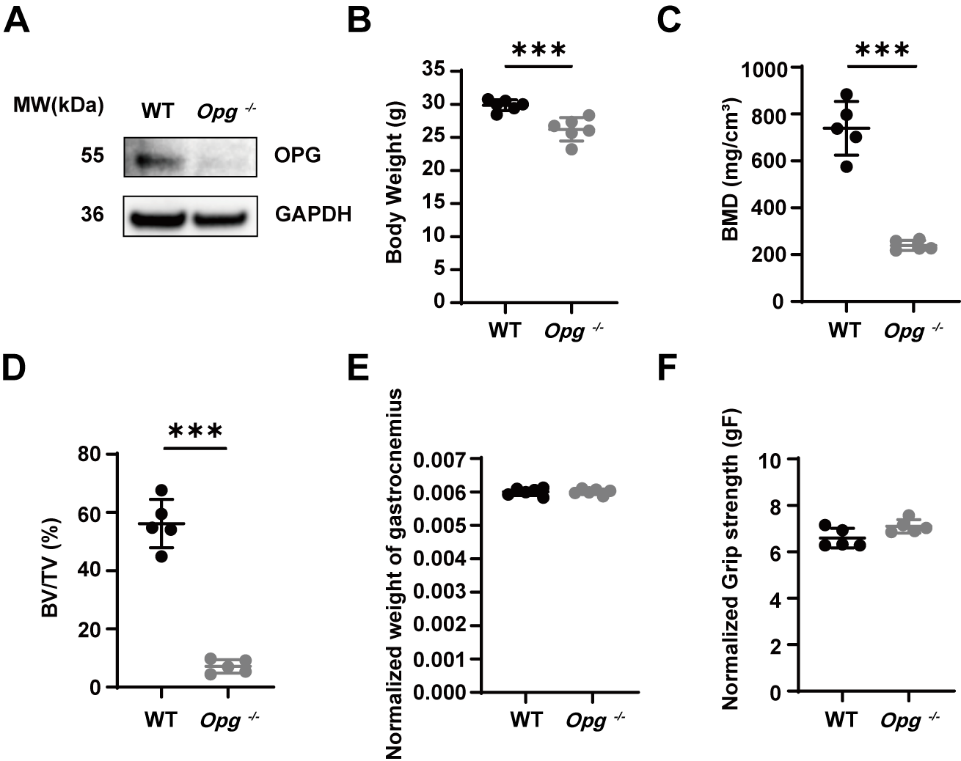

**Supplementary Figure 1 Characterization of the phenotypes of *Opg^-/-^* mice.** (A) Western blotting results showing OPG expression in WT and *Opg^-/-^* mice. (B) Comparison of the body weight of 12-week-old WT and *Opg^-/-^* mice. (C, D) Micro-CT evaluation of femurs of 12-week-old WT and *Opg^-/-^* mice, including BMD (C) and BV/TV (D). (E) Quantification of the GAS muscle weight of 12-week-old WT and *Opg^-/-^* mice normalized to body weight. (F) Grip strength of 12-week-old WT and *Opg^-/-^* mice normalized to body weight. n = 5/group. Data are represented as the mean ± SD. ∗∗∗*P* < 0.001.

**
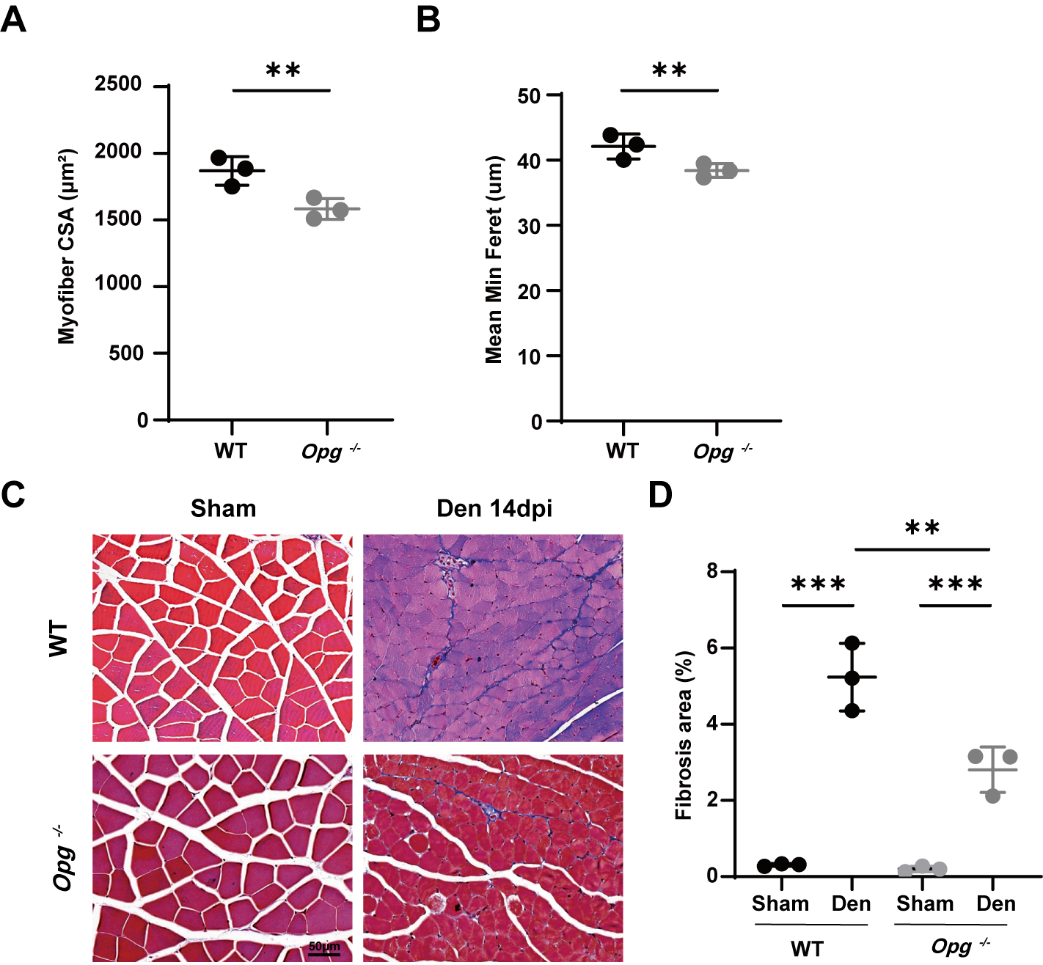
**

**Supplementary Figure 2 *Opg* knockout induced muscle atrophy and *Opg* knockout alleviated muscle fibrosis after denervation.** (A, B) Myofiber CSA (A) and mean minimal Feret diameter (B) of GAS muscles of 12-week-old WT and *Opg^-/-^* mice. (C, D) Representative Masson’s trichrome staining images (C) and quantification of fibrotic area (D) of GAS muscles 14 days after denervation compared to sham group. Scale bar 50 μm. n = 3/group. Data are represented as the mean ± SD. ∗∗*P* < 0.01, ∗∗∗*P* < 0.001.

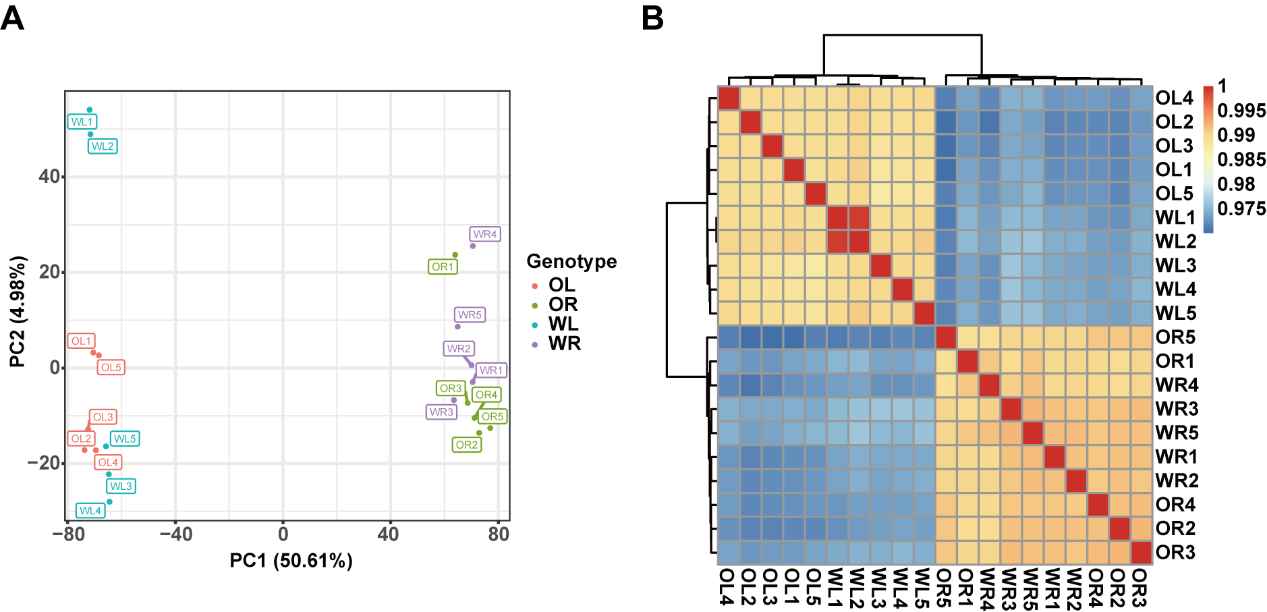

**Supplementary Figure 3 Clustering and correlation analysis of the sequencing samples.** (A, B) Principal component analysis (PCA) (A) and Pearson correlation analysis (B) of den and sham samples of WT and *Opg^-/-^* mice.

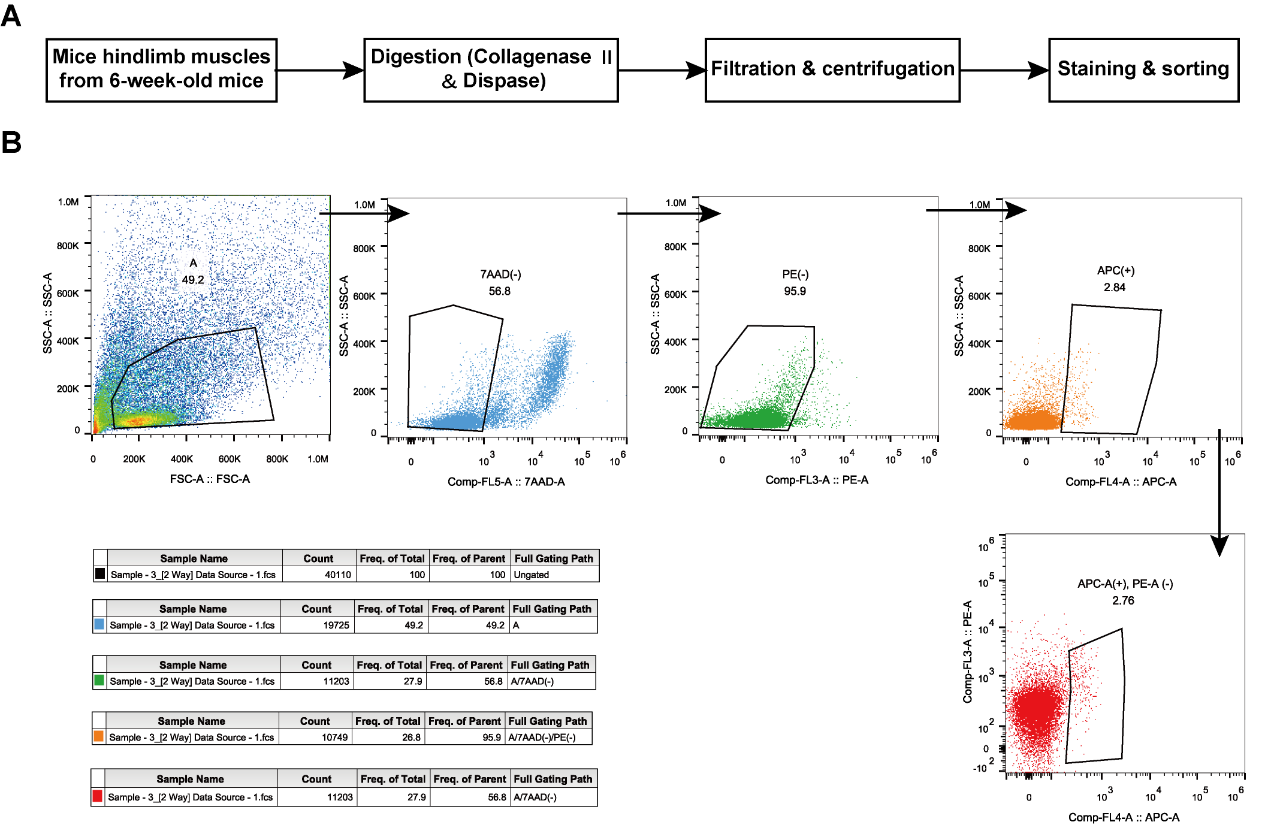

**Supplementary Figure 4 SCs were isolated using FACS.** (A) Schematic of the digestion and staining procedure used for the isolation of SCs using FACS. (B) Representative FACS scatter plots visualizing sorted SCs.

# Supplementary Information for Materials and Methods

**Supplementary Table 1** Antibodies used

| **Product name** | **Source and**  **Catalog #** | **Host species** | **Application** | **Dilution** |
| --- | --- | --- | --- | --- |
| Anti-MuRF-1 | Abcam, ab172479 | Rabbit | WB | 1:1000 |
| Anti-Fbx32 | Abcam, ab168372 | Rabbit | WB | 1:1000 |
| Anti-OPG | Santa Cruz,  sc-390518 | Mouse | WB | 1:100 |
| Anti-GAPDH | Abcam, ab8245 | Mouse | WB | 1:5000 |
| Anti-mouse IgG H&L (HRP) | Abcam, ab205719 | Goat | WB | 1:5000 |
| Anti-rabbit IgG H&L (HRP) | Abcam, ab6721 | Goat | WB | 1:10000 |
| Anti-Myhc Ⅰ | DSHB, BA-D5 | Mouse | IF | 1:6 |
| Anti-Myhc IIa | DSHB, SC-71 | Mouse | IF | 1:10 |
| Anti-Myhc IIb | DSHB, BF-F3 | Mouse | IF | 1:10 |
| Anti-Dystrophin | Abcam, ab15277 | Rabbit | IF | 1:200 |
| Anti-rabbit IgG Alexa Fluor® 405 | Abcam, ab175652 | Goat | IF | 1:500 |
| Anti-mouse IgM Alexa Fluor® 488 | Abcam, ab150121 | Goat | IF | 1:2000 |
| Anti-Mouse IgG1 Alexa Fluor™ 568 | Invitrogen, A-21124 | Goat | IF | 1:500 |
| Anti-mouse IgG2b Alexa Fluor® 647 | Abcam, ab172327 | Rat | IF | 1:200 |
| APC-labeled α7-integrin | Invitrogen,  MA5-23555 | Rat | F | 1:200 |
| PE-labeled CD11b | BD, 557397 | NA | F | 1:200 |
| PE-labeled CD31 | BD, 553373 | NA | F | 1:200 |
| PE-labeled CD45 | BD, 553081 | NA | F | 1:200 |
| PE-labeled Sca1 | BD, 553108 | NA | F | 1:200 |
| Anti-MHC | DSHB, MF20 | Mouse | ICC | 4μg/ml |
| Anti-mouse  Alexa Fluor® 568 | Abcam, ab175473 | Goat | ICC | 1:500 |

**Supplementary Table2** Reagents used

| **Product name** | **Source** | **Catalog #** |
| --- | --- | --- |
| Hematoxylin-Eosin (HE) stain kit | Solarbio | G1120 |
| Modified Masson’s Trichrome stain kit | Solarbio | G1346 |
| QuickBlock™ blocking buffer | Beyotime | P0260 |
| QuickBlock™ primary antibody dilution buffer | Beyotime | P0262 |
| QuickBlock™ secondary antibody dilution buffer | Beyotime | P0265 |
| Protease inhibitor cocktail | Roche | 4693116001 |
| BCA protein concentration determination kit | Beyotime | P0010 |
| EveryBlot blocking buffer | Bio-Rad | 12010020 |
| Clarity Western ECL Substrate | Bio-Rad | 170-5061 |
| FastPure® Cell/Tissue Total RNA Isolation Kit V2 | Vazyme Biotech | RC112-01 |
| HiScript® Ⅲ All-in-one RT SuperMix Perfect for qPCR | Vazyme Biotech | R333-01 |
| ChamQ Universal SYBR qPCR Master Mix | Vazyme Biotech | Q711-02/03 |
| TRIzol | Beyotime | R0016 |
| Collagenase II | Sigma-Aldrich | C6885 |
| Dispase | Sigma-Aldrich | D4693 |
| Collagen Ⅰ | Solarbio | C8062 |
| Basic fibroblast growth factor | Promega | G5071 |
| Dulbecco's Modified Eagle Medium | Gibco | 10569010 |
| BeyoClickTM EdU cell proliferation kit | Beyotime | C0075S |

**Supplementary Table 3** Primers used

|  | **Forward** | **Reverse** |
| --- | --- | --- |
| Inpp5k | CAGCACGGAGACAGGAACAC | AGGCCACATTCCACGTCAC |
| Deptor | ATAGACGGCACCATCTCAAAAC | GTCGGCTAATTTCTGCATGAGT |
| Rbm3 | CTTCGTAGGAGGGCTCAACTT | CTCCCGGTCCTTGACAACAAC |
| Tet2 | GTGCTGCTGGATTCATTCAAAG | GTATGGCTGATGGGAGAAGGTG |
| Gapdh | CAACTCCCTCAAGATTGTCAGCAA | GGCATGGACTGTGGTCATGA |

How the deposited data were processed for this re-analysis (not part of the article)

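RNA was sequenced from gastrocnemius muscle of 12-week-old male WT and Opg−/− mice at day 7, with 5 libraries each from the limb whose nerve was transected (den) and from the limb whose nerve was exposed only (sham) in each genotype, 20 libraries in all. As deposited by the authors, the signal values of the table are RSEM expected counts divided by 1 size factor per library, after mapping with STAR to mm10. This reading was checked on the values. After division by the value of a single read, 86.86% to 87.93% of the values above 0 in a library were whole numbers, and 97.27% to 99.74% were multiples of 0.01. The ratio of the values to the geometric mean over all libraries had a median of 1.00716 in each library. The versions of STAR and RSEM are not stated. The table has 32285 genes, of which 32158 (99.61%) were found in GENCODE release 21 for mouse, and 42 gene names occur more than once.

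Reads recovered in this way numbered 15186246 to 20102296 per library (median 17087774), and 16270 to 17385 genes had a value above 0. Tests on simulated data at this depth, with changes added to known genes, recovered 55.2% (WT), 61.2% (Opg−/−), 70.1% (between den groups) and 49.3% (between sham groups) of genes changed 1.4 times, and 88.1%, 94.0%, 89.6% and 86.6% of genes changed 2 times. Of the genes called, 3.4% to 4.9% were unchanged ones. Camera called the 1 raised list and 0 others. In these simulations genes varied independently and the other lists were random. They therefore do not show the rate of false calls where genes are correlated or libraries share a structure. In each comparison 67 genes were changed 1.4 times, 67 were changed 2 times and 66 were changed 4 times, none of them genes of low values. So many changed genes make the adjusted p easier to pass. In the real data 11 genes passed it between the den groups and 19 between the sham groups. The shares recovered are therefore likely too high for these comparisons and for genes of low values.

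Values were used as log2(value + 1) in limma 3.58.1 (R 4.3.3), with the trend and robust options, in 1 fit over the 4 groups, for the 17948 genes with a value of at least 1 in at least 4 libraries. The comparisons were den against sham in each genotype, Opg−/− against WT in each limb, and the interaction. All tests were two-sided, and p was adjusted by the Benjamini-Hochberg method. The tests foreseen for raw counts (edgeR and DESeq2) were not run, since the values are normalized, and were not tried on the recovered reads. Gene lists (37, of which 11 hold markers of other cell types, with 858 of their 860 genes in the table and 847 tested) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The 4 genes of the paper's Fig. 5 were also tested by exact permutation of the libraries on log2 values, adjusted over 16 tests. The paper chose these genes from the same libraries, which this adjustment does not allow for. Principal components and the correlations between libraries were computed in R. Recovery of reads, the check of replicate numbers, permutations and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

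The comparisons, thresholds, gene lists and alternative settings were chosen before the data were examined, apart from those named as chosen after. The rule for near-identical libraries was one of them. It called for a rounded mean of WT sham 1 and WT sham 2, and since the values are not whole numbers the mean was not rounded. Genes were named by a rule: the 10 with the largest change in each direction among the genes called in a comparison whose groups did not overlap and whose mean was at least 1 on the log2 scale, the 4 called members of each list with the largest change (or, where none was called, the 2 with the smallest p), and every gene the paper names. A few genes outside the rule are said to be named after their values were seen. Both limbs of a mouse were operated, but it is not stated that a replicate number marks the mouse, and no block for the mouse was used.

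Alternative settings were no filter on low values, a stricter filter of 10 in every library of a compared group, a fit of the compared groups alone, WT sham 1 and 2 kept separate, each library left out in turn, the adjusted p alone, a pseudocount of 0.1, and a block for the replicate number. Scaling to equal library totals and limma voom on the recovered reads were added after seeing the data. EBSeq, which the paper used, was not run. A few genes that the naming rule would include are not reported here.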

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

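The tests of Deptor's response, of Tnfrsf11b and of Nnt below were chosen after the results were seen, as were scaling to equal library totals and limma voom.

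A library stood apart from its group in 10 of 136 groups of values, where chance gives 6.8. These were 6030458C11Rik at 651.8 in Opg−/− sham 5 (others 545.3 to 564.9), Entpd4 at 3191 in Opg−/− sham 1 (2497 to 2568), Gapdh at 237700 in Opg−/− sham 1 (172300 to 184900), Gstm2 at 1762 in WT den 4 (1566 to 1589) and Krt8 at 4.775 in Opg−/− sham 5 (0 in the others). The others were Myh4 at 1300000 in the mean of WT sham 1 and 2 (910700 to 933200), Pak1 at 967.2 in WT den 2 (690.4 to 767.8), Socs3 at 333.9 in WT den 1 (215.6 to 220), and the number of genes above 0, 17060 in WT den 4 (17270 to 17320) and 16270 in Opg−/− sham 5 (16490 to 16580).

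The response to denervation was called as different between the genotypes for Tet2 (0.81, adjusted p = 0.047 in limma). This call was lost in 14 of 19 fits with 1 library left out (adjusted p up to 0.165). Of 100 splits of the libraries, the real one included, 7 had at least 1 interaction call, so chance is not excluded for it. By camera with the preset correlation the response differed for 14 lists, given here as the median of Opg−/− minus WT on the log2 scale. Lower in Opg−/− were proteasome subunits (−0.09, adjusted p = 0.00053), rRNA processing (−0.07, 0.0024), oxidative phosphorylation (−0.14, 3.1e-10), mitochondrial organization (−0.11, 0.0007), the tricarboxylic acid cycle (−0.13, 2e-05), fatty acid oxidation (−0.12, 0.0016), slow-twitch genes (−0.43, 0.0095), fast-twitch genes (−0.30, 8.9e-06), heat shock genes (−0.14, 0.022) and mitochondrially encoded genes (−0.16, 0.012). Higher were extracellular matrix (0.21, 0.00073) and markers of macrophages (0.69, 6e-09), adipocytes (0.56, 0.0095) and fibro-adipogenic progenitors (0.21, 0.00044). With equal totals the medians turned to 0.06 for proteasome subunits, 0.07 for rRNA processing, 0.01 for oxidative phosphorylation, 0.03 for mitochondrial organization, 0.02 for the tricarboxylic acid cycle, 0.03 for fatty acid oxidation and 0.01 for heat shock genes, and moved to −0.01 for mitochondrially encoded genes, −0.15 for fast-twitch and −0.29 for slow-twitch genes, 0.36 for extracellular matrix, 0.83 for macrophage, 0.71 for adipocyte and 0.36 for fibro-adipogenic progenitor markers. Camera with an estimated correlation gave an adjusted p of 0.69 or more for all of them and fry 0.54 or more. With equal totals the median of all genes in the interaction went from −0.014 to 0.125, so much of the moves of the lists is a shift of all genes.

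The paper compares the sham groups for single proteins and other measures but reports no transcriptome comparison of them. Between them 11 genes were DEGs, 1 higher and 10 lower in Opg−/−, and 19 passed the adjusted p alone. Named by rule were Stc2 (log2 fold change 1.5), Gm16867 (0.94), Tmem229b (0.83), Pak1 (0.63), Gstm2 (0.51), Entpd4b (0.48), Entpd4 (0.46), Krt8 (−3.35), Socs3 (−1.32), Lrtm2 (−1.18), Slc11a1 (−1.17), Cyth4 (−1.12) and Csrp3 (−0.73), with adjusted p = 0.0032 (Socs3) to 0.047 (Pak1 and Cyth4). All but Socs3 lost their call in 3 to 7 of the 9 fits with 1 library left out, always without WT sham 4 and without WT sham 5, with adjusted p up to 0.193 (Pak1). With voom 11 of the 13 lost it (all but Entpd4 and Entpd4b, adjusted p from 0.0706), and the 1 DEG of voom was not among the 11. With only the sham groups compared Stc2, Gm16867, Gstm2, Lrtm2 and Slc11a1 lost it (adjusted p up to 0.0929), without a filter Gm16867, Pak1 and Cyth4 (up to 0.0675), and with equal totals Gm16867 (0.0911) and Pak1 (0.0944). Stc2, a secreted glycoprotein, was 76.0 ± 20.2 (SD, n = 4) in WT sham and 224.4 ± 74.5 (SD, n = 5) in Opg−/− sham muscle. In Opg−/− sham muscle, 14 lists passed camera (adjusted p = 1e-14 to 0.041): ubiquitin ligases of atrophy (0.10), proteasome subunits (0.10), autophagy (0.09), rRNA processing (0.09), oxidative phosphorylation (0.15), mitochondrial organization (0.11), the tricarboxylic acid cycle (0.16), fatty acid oxidation (0.15), glycolysis (0.11), fast-twitch genes (0.23), extracellular matrix (−0.12), immediate early genes (−0.10), macrophage markers (−0.75) and fibro-adipogenic progenitor markers (−0.23). No gene of these 14 lists was called over all genes. Adjusted over the list alone, 8 of 20 fast-twitch genes were higher, 10 of 16 macrophage markers and 3 of 13 fibro-adipogenic progenitor markers were lower, and 1 gene of rRNA processing was called in each direction. None passed with an estimated correlation (adjusted p from 0.60) or with fry (from 0.26). With equal totals ubiquitin ligases (−0.04), proteasome subunits (−0.03), autophagy (−0.05), rRNA processing (−0.04), mitochondrial organization (−0.03) and glycolysis (−0.03) turned sign, and oxidative phosphorylation (0.01), the tricarboxylic acid cycle (0.02), fatty acid oxidation (0.01) and fast-twitch genes (0.10) moved toward 0. The lists that were lower moved further from 0, to −0.26 for extracellular matrix, −0.24 for immediate early genes, −0.89 for macrophage markers and −0.37 for fibro-adipogenic progenitor markers. The median of all genes went from 0.015 to −0.113 under this scaling, so much of these moves is a shift of all genes.

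Between the den groups, genes the paper does not discuss were called: Grb10 (0.69), 6030458C11Rik (−0.39), Sqle (1.15), Nbea (−1.23), Med30 (−0.94), Tomt (2.32), Gm16867 (1.29) and Gm29562 (−0.71), with adjusted p = 0.00064 (Gm16867) to 0.041 (Sqle). Gm29562 lost its call without WT den 1, 3 or 4 or Opg−/− den 1, 2 or 3 (adjusted p up to 0.0944). 6030458C11Rik lost it without WT den 4 or 5 or Opg−/− den 2, 4 or 5 (up to 0.0926) and with only the den groups compared (0.0594), and Grb10 without Opg−/− den 2 (0.0501) and with only the den groups compared (0.114). Sqle was not called with equal totals, and Sqle and Tomt were not followed through the fits with 1 library left out.

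Deptor lies beside the targeted gene on chromosome 15, so its lower level in Opg−/− muscle may reflect the targeted allele or sequence that flanks it. With Tnfrsf11b and Deptor left out, 2 of 61 genes within 10 Mb (Med30 and Sqle, both in den muscle) were called in either limb, more often than elsewhere (Fisher's exact test, p = 0.00406), though p was 0.065 within 5 Mb and 0.139 with equal totals. Deptor was also lower in sham muscle (exact permutation test, adjusted p = 0.0231 over 16 tests). With 19 calls in sham muscle in all, none of them among the 61 genes, limma does not decide this there. Of 4 neighbors followed singly after their values were seen, Sqle (0.71, exact permutation test, p = 0.0159), Washc5 (0.27, p = 0.0159) and Med30 (−0.48, p = 0.0476, not adjusted) differed in sham muscle in the direction of den muscle and Zhx2 (p = 0.254) did not. Picked by their values, these 4 neighbors do not decide it either. Fbxo32, a gene of the paper in the same 10 Mb window, did not differ in sham muscle (0.25, exact permutation test, p = 0.333). A smaller response of Deptor to denervation in Opg−/− mice cannot be told apart from an effect of the allele, since the interaction (adjusted p = 0.63) left the response open.

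Tnfrsf11b was not lower in the libraries labelled Opg−/−, and all 10 of them had a value above 0. The paper genotyped its mice by PCR and shows a western blot of OPG in WT and Opg−/− mice (Supplementary Figure S1A). It reports lower body mass, BMD and BV/TV in Opg−/− mice (Supplementary Figure S1B to S1D) and measured its 4 genes by qRT-PCR (Figure 5E). It does not say whether these were the mice sequenced. With the labels as given, 15 genes lay apart by genotype in both limbs in the same direction, where chance gives 1.1 if the limbs were independent, which limbs taken from the same mice are not, and of 45 exchanges of 1 library 3 gave as many or more (at most 18, median 3). Wrong labels of single libraries are not excluded by this. No exchange of 1 sham library (0 of 20) made Tnfrsf11b lower on average in Opg−/− sham muscle. The values, 1.18 to 5.51 in WT sham and 6.06 to 11.2 in Opg−/− sham, allowed no other outcome, so this says nothing about the labels. In den muscle 6 of 25 exchanges made Tnfrsf11b lower in Opg−/−. Transcript from outside the removed part of the allele could give such values, which the table, without values per exon, does not decide, and no biological explanation was tested.

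Nnt, a mitochondrial transhydrogenase (ENSMUSG00000025453, chromosome 13), named after its values were seen, was 822.7 ± 132 (SD, n = 4) in WT sham and 297.3 ± 142 (SD, n = 5) in Opg−/− sham, 495.9 ± 79.8 (SD, n = 5) in WT den and 169.1 ± 54.0 (SD, n = 5) in Opg−/− den muscle. Division of reads between the 2 overlapping entries for Nnt is argued against, because their sum was lower in Opg−/− in both limbs (exact permutation test, p = 0.0159 in sham and 0.00794 in den muscle). A sequence difference between the mouse lines at Nnt may lower it alike in both limbs. The interaction in limma (0.924 before adjustment, a log2 difference of −0.04) does not separate this from other causes that act in both limbs, and no biological explanation was tested.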

How the results depend on the processing

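Scaling to equal library totals and limma voom on the recovered reads were chosen after seeing the data. DESeq2, RLE against TMM (also for gene lists) and limma on TPM were not run. The table itself holds neither counts nor TPM, and the recovered reads were used with limma voom alone.

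With the adjusted p alone, 9431 genes were called in WT, 9861 in Opg−/−, 11 between the den groups, 19 between the sham groups and 1 in the interaction. Between the den groups (main count 4), voom called 7. Between the sham groups (main count 11), the count was 7 with only the groups compared, 33 with WT sham 1 and 2 kept separate, 19 with a pseudocount of 0.1, 19 with equal totals and 1 with voom. With a block for the replicate number, 3549 genes were called in WT, 3879 in Opg−/− and 2 in the interaction (3 with the adjusted p alone, Tet2 among them). Libraries of the same number correlated at −0.17 to 0.19 in WT (best match in 2 of 5) and at 0.07 to 0.21 in Opg−/− (5 of 5). The Opg−/− values go with numbers that mark the mouse, while those of WT, where sham 1 and 2 are near-identical, leave it open. No label states the pairing, so the main fit has no block. In WT and Opg−/− the other settings gave 3474 to 3825 and 3807 to 4668, apart from the stricter filter (2658 and 2809).

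The first principal component held 84.35% of the variance with 500 genes, 45.12% with unit variance and 50.61% without a filter. The median Pearson r within groups was 0.9954 on linear values and 0.9901 without a filter. Over genes called in either genotype, r of the denervation effects was 0.936.

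Of the 4 genes of the paper, 3 were called between the den groups, and 1 without a filter, where Rbm3 was 0.487 (adjusted p = 0.0525) and Tet2 0.505 (0.0507). Tet2 was 0.505 (0.086) with only the groups compared and 0.514 (0.0809) with equal totals. Its interaction was 0.809 (0.123) without a filter, 0.776 (0.0573) with WT sham 1 and 2 kept separate, 0.811 (0.0685) with a pseudocount of 0.1 and 0.814 (0.0828) with voom. With equal totals, Tet2 in WT was 0.367 (0.00849) and Deptor in Opg−/− 0.531 (0.00036).

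Camera with an estimated correlation called 0 lists in each of the 5 comparisons. Fry called 30 in WT, 30 in Opg−/−, and 0 between the den groups, between the sham groups and in the interaction. The main counts were 19, 15, 3, 14 and 14. With equal totals, 7 lists were called between the sham groups and 7 in the interaction, and autophagy between the sham groups changed sign (median −0.05, adjusted p = 0.85).

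With 1 library left out, 3361 to 3506 genes were called in WT and 3687 to 3893 in Opg−/−, 18 to 20 and 14 to 16 lists, and Deptor kept its call between the den groups (−0.79 to −0.675). Genes between the den groups numbered 2 to 6, with 2 without WT den 4 or 5 or Opg−/− den 1, 2 or 4. Between the sham groups they numbered 2 (without WT sham 3) to 36 (without WT sham 1 and 2), with 3 without WT sham 4, 3 without WT sham 5, 5 without Opg−/− sham 1 and 20 without Opg−/− sham 2. The interaction gave 0 to 2 genes, with 2 without Opg−/− sham 5 and 1 without WT sham 1 and 2, WT den 2, Opg−/− den 1 or Opg−/− den 5. Of the 4 genes, 1 to 2 were called, with 1 without WT den 1, 3 or 5 or Opg−/− den 1, 2 or 5. Rbm3 between the den groups was 0.446 to 0.523, called only without WT den 4 or Opg−/− den 3. Tet2 was 0.459 to 0.577, called only without WT den 2 or Opg−/− den 4. The Tet2 interaction was 0.75 to 0.882, called only without WT sham 1 and 2, WT den 2, Opg−/− sham 5, Opg−/− den 1 or Opg−/− den 4.

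Of other list results, 120 of 185 were the same and 65 weaker with an estimated correlation, 128 the same, 31 weaker and 26 stronger with fry, and 163 the same, 16 weaker and 5 stronger with equal totals. With 1 library left out, 688 of 703 were the same. Of single gene results, 6024 of 6171 were the same and 128 weaker with 1 library left out, 553 of 572 the same with equal totals, 559 with voom, 568 without a filter, 569 with WT sham 1 and 2 kept separate, 571 with a pseudocount of 0.1, 546 of 548 with the stricter filter, 481 of 494 with only the groups compared, and none reversed.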

Differences from the paper's values

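The settings with equal library totals were chosen after seeing the data. At the paper's thresholds, with the authors' scaling and the filter for low values, the counts of DEGs in both genotypes and the shares of the first 2 principal components over all genes kept lay within 1.5 times the paper's. This does not hold for the adjusted p alone (9431 and 9861 genes) or for the components over 500 genes (84.35% and 2.1%) and with unit variance (7.53% for the second). Nor does it hold with equal totals for the genes raised (2707 in WT and 3740 in Opg−/−, against 1495 and 1551 in the paper) and those lowered in Opg−/− (928 against 1575). The first 2 shares printed in Supplementary Figure S3 match 50.61% and 4.98%, those without a filter.

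The paper names Inpp5k among the genes that differ between the den groups. It also measured its 4 genes by qRT-PCR (Figure 5E), which the values here do not cover. In the sequencing data the log2 fold change of Inpp5k was 0.28, not called by limma (adjusted p = 0.283, and 0.178 to 0.321 over the other settings, up to 0.6 without Opg−/− den 5). An exact permutation test of the single gene gave p = 0.00794 (adjusted p = 0.0212 over 16 tests). The paper chose the gene from these same libraries, so this test is no independent support. Deptor, Rbm3 and Tet2 were called at the adjusted p, and none of the 4 genes had an absolute log2 fold change above 1 between the den groups.

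The paper states that Deptor rose in WT mice alone and Tet2 in Opg−/− mice alone. Each was called in that genotype and not in the other. The difference between the responses in limma was −0.37 for Deptor (adjusted p = 0.628, not called) and 0.81 for Tet2 (adjusted p = 0.047, a call lost in 14 of 19 fits with 1 library left out). With equal totals, Deptor was also called in Opg−/− mice (0.53, adjusted p = 0.00036) and Tet2 in WT mice (0.37, adjusted p = 0.00849). Under that scaling the median gene stood at 0.417 in Opg−/− and 0.265 in WT mice, so both calls largely follow a shift of all genes.

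The paper lists apoptosis and muscle development among the raised groups of genes in both genotypes, and autophagy too. As lists they were not called by camera for apoptosis (adjusted p = 0.28 in WT and 0.31 in Opg−/−) or muscle development (0.073 and 0.13), and autophagy was called in WT (0.015) but not in Opg−/− mice (0.085). Fry, which does not compare a list with other genes, called apoptosis (6.7e-08 and 9.5e-08), muscle development (2.4e-08 and 8.6e-08) and autophagy in Opg−/− mice (3.2e-05) as raised. Muscle development in WT was also called by camera without WT sham 5 (0.041) and without WT den 3 (0.049). Autophagy in Opg−/− mice was called by camera with equal totals, a setting that drops the call of Tet2 between the den groups. Among the lowered groups the paper lists synapse and mitochondrion organization. The neuromuscular synapse list had medians of 0.35 and 0.45 (adjusted p = 0.24 and 0.18), with Ache lower in both genotypes, and the list of mitochondrial organization 0.01 and −0.08 (0.37 and 0.098). Fry called the synapse list as raised in both genotypes (2.4e-08 and 2e-08) and mitochondrial organization as lowered in Opg−/− mice (0.00072) but not in WT (0.07). Endoplasmic reticulum stress, rRNA processing, vasculature and oxidative phosphorylation were called in the direction the paper gives. For the raised ubiquitin-dependent catabolic process of the paper the 2 nearest lists part: proteasome subunits were called as raised, and of 20 ubiquitin ligases of atrophy 6 rose and 8 fell in WT (adjusted p = 0.67) and 5 rose and 9 fell in Opg−/− mice (0.53). The lists are not the paper's GO terms.

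The paper reports higher MuRF-1 and Atrogin-1 protein in Opg−/− sham muscle and a fall of MuRF-1 upon denervation in Opg−/− mice. The mRNA of Trim63 (MuRF-1) was higher in Opg−/− sham muscle by a log2 fold change of 0.46, not called (adjusted p = 0.444 in limma), and that of Fbxo32 (Atrogin-1) by 0.25 (0.653). Upon denervation Trim63 mRNA rose in Opg−/− mice (0.59, adjusted p = 0.027), a call lost without Opg−/− sham 1, 3 or 4 or Opg−/− den 1, 2 or 5 (adjusted p = 0.0546 to 0.077). The paper's statements are on protein.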

Other observations

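The counts over splits of the libraries with the adjusted p alone, scaling to equal totals and the tests of genes apart by genotype were chosen after the results were seen.

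The ubiquitin ligases of atrophy that the paper measured as protein rose as mRNA in both genotypes. Trim63 (MuRF-1, ENSMUSG00000028834, chromosome 4, 134315120 to 134329629) went from 18920 ± 4700 (SD, n = 4) to 37450 ± 7860 (SD, n = 5) in WT and from 26250 ± 7490 (SD, n = 5) to 38860 ± 6970 (SD, n = 5) in Opg−/− mice. The log2 fold changes were 0.99 (standard error 0.23, adjusted p = 0.00138 in limma) and 0.59 (standard error 0.21, adjusted p = 0.027), and the call in Opg−/− mice was lost without Opg−/− sham 1, 3 or 4 or Opg−/− den 1, 2 or 5 (adjusted p up to 0.077). Fbxo32 (Atrogin-1) went from 18950 ± 3550 (SD, n = 4) to 39240 ± 5970 (SD, n = 5) in WT and from 22970 ± 7000 (SD, n = 5) to 43090 ± 6820 (SD, n = 5) in Opg−/− mice. Between the den groups they differed by 0.06 and 0.13 (adjusted p = 0.995 and 0.953), and their responses by −0.40 and −0.11 (adjusted p = 0.792 and 0.946).

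Of the myosins of adult fibers, Myh4, the fastest isoform, fell from 1018000 ± 189000 (SD, n = 4) to 222500 ± 69000 (SD, n = 5) in WT and from 1357000 ± 114000 (SD, n = 5) to 216800 ± 36000 (SD, n = 5) in Opg−/− mice. Myh7, the slow isoform, was 2507 ± 1080 (SD, n = 4) and 2081 ± 624 (SD, n = 5) in WT, and 3053 ± 1090 (SD, n = 5) and 1966 ± 840 (SD, n = 5) in Opg−/− mice. Myh2 was 27300 ± 9270 (SD, n = 4) and 40490 ± 3770 (SD, n = 5), and 29320 ± 3940 (SD, n = 5) and 34010 ± 6630 (SD, n = 5), and Myh1 50600 ± 15100 (SD, n = 4) and 38630 ± 3580 (SD, n = 5), and 68210 ± 10100 (SD, n = 5) and 46940 ± 7230 (SD, n = 5). The paper used Gapdh as the internal control of its qRT-PCR and normalized its blots to GAPDH protein. Gapdh mRNA fell from 174500 ± 12900 (SD, n = 4) to 66760 ± 5080 (SD, n = 5) in WT and from 190000 ± 27100 (SD, n = 5) to 61620 ± 7940 (SD, n = 5) in Opg−/− mice, log2 fold changes of −1.39 and −1.62. Its values overlapped between the den groups (60530 to 74290 in WT and 51750 to 73670 in Opg−/− mice), so this fall concerns comparisons of den with sham muscle. The sequencing does not measure GAPDH protein. Tnfsf11, which encodes RANKL, was at 0.27, 0.33, 0 and 1.16 on average in WT sham, WT den, Opg−/− sham and Opg−/− den muscle and was not tested. Tnfrsf11a, which encodes RANK, was at 11.5, 16.9, 12.8 and 17.4.

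The other lists gave these medians upon denervation in WT and Opg−/− mice. Called in both were heat shock and cold response genes (0.62 and 0.44, camera adjusted p = 0.002 and 0.018) and blood markers (−1.02 and −1.02, 0.028 and 0.032), with an adjusted p = 0.28 and 0.39, and 0.40 and 0.39 with an estimated correlation. Called in WT were immediate early genes (−0.41 and −0.48, 0.034 and 0.085), Schwann cell markers (−0.67 and −0.78, 0.027 and 0.12) and adipocyte markers (−1.20 and −0.26, 0.015 and 0.18), with an adjusted p = 0.46, 0.48 and 0.40 in WT with an estimated correlation. Called in neither were slow-twitch genes (0.20 and −0.15, 0.44 and 0.88), extracellular matrix (−0.34 and −0.23, 0.24 and 0.83), the OPG, RANKL and RANK axis (0.56 and 0.24, 0.11 and 0.18), DNA methylation enzymes (−0.53 and −0.50, 0.098 and 0.13), AKT, mTOR and myostatin signaling (0.07 and 0.07, 0.60 and 0.83), the circadian clock (−0.22 and −0.29, 0.28 and 0.22) and the interferon response (−0.31 and −0.47, 0.15 and 0.13). Nor were markers of T cells (0.37 and 0.27, 0.72 and 0.71), neutrophils (−0.06 and 0.36, 0.85 and 0.60), fibro-adipogenic progenitors (−0.44 and −0.18, 0.073 and 0.52), tenocytes (−1.26 and −1.12, 0.12 and 0.10), satellite cells (−0.47 and −0.64, 0.29 and 0.13) and skin (−0.70 and −0.49, 0.67 and 0.64). With equal totals the circadian clock turned to 0.09 and 0.17, ubiquitin ligases to 0.20 and 0.43 and neutrophils in WT to 0.15. In Opg−/− mice slow-twitch genes turned to 0.30, extracellular matrix to 0.22, adipocyte markers to 0.18 and fibro-adipogenic progenitor markers to 0.28.

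For each comparison, 100 splits of the libraries into groups of the same sizes were counted, the real split included. For den against sham, no other split had as many DEGs as the real one, in WT (3547 against at most 2358) and in Opg−/− mice (3883 against at most 1140). Between the den groups 2 splits, the real one included, had as many DEGs (4 against 18 in another). Between the sham groups 3 splits had as many (11 against 16). With the adjusted p alone, the real split again ranked first for den against sham (9431 against 7330 in WT, 9861 against 3531 in Opg−/− mice). Between the den groups 4 splits had as many genes (11 against 81) and between the sham groups 3 (19 against 23). By the rule set beforehand for DEGs, so few splits of 100 (2 in den and 3 in sham muscle) speak against chance. Chance is still not taken as excluded for the comparisons between genotypes, whose counts other splits exceeded. With 1 library left out, their DEGs numbered 2 to 6 in den and 2 to 36 in sham muscle. For the interaction chance cannot be excluded with the adjusted p alone (7 splits, 1 against 446). Its 0 DEGs cannot be tested in this way, since all 100 splits have as many by construction (at most 34). A split with 18 DEGs or 81 genes between the den groups, or 446 in the interaction, may point to a structure of the libraries besides the genotype, which was not tested.

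Genes whose libraries lay wholly apart by genotype numbered 541 in sham muscle (3.01%, where chance gives 1.59%) and 263 in den muscle (1.47%, where chance gives 0.79%). In both limbs 15 lay apart in the same direction and 3 in opposite directions. Higher in Opg−/− were Ctsl, Entpd4, Entpd4b, Gm16867, Gm17167, Gm3893, Lrba, Snd1 and Sqle, and lower were 6030458C11Rik, Deptor, Nnt, Socs3, Trim47 and Wnt2.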
